# Single-nucleus and spatial transcriptomics reveal intestinal cellular heterogeneity, differentiation, and cell communication mechanisms in SAP-induced intestinal injury

**DOI:** 10.3389/fimmu.2026.1719902

**Published:** 2026-01-30

**Authors:** Lechang Zhang, Changqin Xu, Tong Su, Tong Xiao, Xu Yi, Yuemin Feng, Jing Wang, Shulei Zhao

**Keywords:** acute pancreatitis, cell communication, cellular heterogeneity, intestinal injury, single-nucleus transcriptomics, spatial transcriptomics, stem cell differentiation

## Abstract

**Background:**

Acute pancreatitis (AP) ranges from mild to severe, and severe disease frequently causes multi-organ damage, with intestinal injury being a major complication. The mechanisms underlying SAP-induced intestinal injury remain unclear, particularly regarding spatial cellular reorganization and functional interactions.

**Methods:**

This study constructed a severe acute pancreatitis (SAP) rat model and employed single-nucleus RNA sequencing (snRNA-seq) and spatial transcriptome sequencing (stRNA-seq) technologies to systematically analyze the dynamic changes in intestinal cellular composition, spatial distribution, and function during SAP-induced intestinal injury.

**Results:**

snRNA-seq identified 18 major ileal cell populations spanning epithelial, immune, stem/TA, and stromal compartments. SAP was associated with compositional remodeling characterized by downward trends in Lgr5^+^/Olfm4^+^ stem cells, TA1, goblet cells, and Paneth cells, with a reciprocal increase in enterocytes, although most proportion changes did not reach statistical significance at the animal level. Spatial transcriptomics independently captured SAP-associated tissue remodeling, including a significant reduction in Paneth cells accompanied by increases in fat cells, macrophages, goblet cells, and TA2 cells. Across epithelial lineages, SAP induced a transcriptional shift toward immune interaction with up-regulation of antigen presentation–related genes (e.g., Cd74) and down-regulation of antimicrobial/barrier effectors (e.g., Defa24, Pla2g2a, Dmbt1), which was corroborated by spatial expression patterns and spatially variable gene programs enriched for host defense responses. Pseudotime analysis suggested a redistribution of epithelial states along the stem/TA-to-enterocyte continuum, with relative depletion of early states and expansion of enterocyte-dominant states in SAP. CellChat analysis revealed globally intensified intercellular communication and nominated FN1 as the pathway with the highest differential information flow, with Lgr5^+^ stem cells predicted as prominent FN1 senders targeting enterocytes and smooth muscle cells. SCENIC identified reduced activity and expression of Hmga2/Myb regulons in stem compartments, and immunofluorescence showed decreasing trends in Hmga2/Myb-positive Olfm4^+^ and Lgr5^+^ stem cells in SAP.

**Conclusions:**

Integrated single-nucleus and spatial transcriptomics reveal that SAP is accompanied by spatially organized ileal remodeling, epithelial immune-interacting rewiring, and altered neighborhood architecture, together with an ECM-centered FN1 signaling axis and attenuated Hmga2/Myb-associated regulatory programs in stem compartments. These findings provide a spatially informed cellular framework and generate testable hypotheses for mechanisms underlying impaired epithelial regeneration during SAP-associated intestinal injury.

## 1 Introduction

Acute pancreatitis (AP) is an unpredictable and potentially life-threatening disease whose global incidence continues to rise annually. Despite advances in supportive treatment and critical care, severe acute pancreatitis (SAP) remains associated with substantial mortality rates (1–3). AP frequently induces multi-organ dysfunction, with the intestine recognized as a primary target organ. Disruption of the intestinal mucosal barrier not only exacerbates local inflammation and disease severity but also precipitates systemic complications. Within this barrier, the intestinal mucosal immune component plays a crucial role, and its aberrant activation drives sustained pro-inflammatory responses, dysregulated intercellular communication, and bacterial translocation (4–6).

The mechanisms underlying intestinal mucosal barrier injury following AP are complex. Multiple cell types, including intestinal epithelial cells, infiltrating immune cells, and intestinal stem cells, contribute to both tissue injury and subsequent repair during AP (7–9). Moreover, these cells exhibit pronounced cellular heterogeneity, assuming distinct functional roles during intestinal injury and pathogenesis (10–14). Epithelial metabolic dysfunction contributes to barrier collapse, as inhibition of intestinal epithelial Pck1 alleviates AP by restoring intestinal homeostasis (9). Microbiota–epithelium interactions are also pivotal: TLR4 deficiency in intestinal epithelial cells exacerbates pancreatic and intestinal injury by inducing gut dysbiosis, particularly through depletion of *Lactobacillus* species, whereas *Lactobacillus reuteri* can maintain intestinal homeostasis and alleviate AP by modulating Paneth cells, which in turn regulate gut microbial composition (15, 16). Furthermore, immune dysregulation contributes to barrier breakdown; aberrant activation of regulatory T cells (Tregs) compromises duodenal barrier integrity, facilitating commensal bacterial translocation and worsening pancreatic necrosis, while S1PR2 contributes to intestinal injury in SAP by driving macrophage pyroptosis (7, 8). Collectively, these findings highlight that AP-induced intestinal barrier injury results from intricate crosstalk among epithelial, microbial, and immune components.

In recent years, single-nucleus RNA sequencing (snRNA-seq) has emerged as a powerful tool for dissecting the cellular landscape of intestinal tissues, enabling high-resolution analysis of disease mechanisms, therapeutic target discovery, and treatment development (17, 18). For example, snRNA-seq of ileal tissues from AP-induced injury and post-treatment rat models has revealed substantial cellular heterogeneity and suggested that fibroblasts participate in intestinal injury and repair through interactions with other cell types (19). Similarly, snRNA-seq of small intestinal tissues at 0–12 hours post-AP induction uncovered dynamic early injury responses and identified mast cell-derived CCL5 as a potential therapeutic target for AP-associated intestinal dysfunction (20). However, while these studies have characterized cellular heterogeneity, they lack spatial context—even though spatial microenvironments, defined by gradients of oxygen, nutrients, extracellular matrix, morphogens, and microbiota, critically influence cellular states and functions. Understanding how the same cell type exhibits functional heterogeneity across distinct spatial niches (e.g., epithelium versus lamina propria) is essential for decoding intestinal pathophysiology (14, 21). Spatial transcriptomics (stRNA-seq) now provides such context, revealing, for example, that goblet and tuft cells at villus tips express high levels of immunoregulatory genes (22), intestinal tissue macrophages display striking spatial diversity (23), and epithelial stem cell proliferation is enriched in regions with reduced p53 activation during intestinal repair (24).

Despite these advances, how intestinal cells are spatially reshaped and how such reorganization translates into functional heterogeneity during SAP-driven injury remain insufficiently defined. Here, we combined a rat SAP model with integrated single-cell and spatial transcriptomics to map the intestinal cellular landscape, architecture, and intercellular circuitry under injured conditions. We specifically asked whether stem-cell pools are quantitatively or qualitatively reshaped, how differentiation trajectories and cell–cell communication networks are modulated, and to what extent non-immune populations participate in immune modulation within the damaged mucosa. Exploring the signalling axes that might govern these responses may refine our mechanistic understanding of SAP-associated barrier failure and highlight previously unrecognized therapeutic targets.

## 2 Methods

### 2.1 Experimental model and animal details

Eight male Sprague–Dawley rats (6 weeks old, SPF grade) were obtained from Wuhan Hualianke Biological Technology Co., Ltd. Animals were housed under SPF conditions (temperature 22–26 °C, relative humidity 50–60%, 12 h/12 h light/dark cycle) and acclimatized for 7 days prior to experimentation. After anesthesia with 3% pentobarbital sodium (40 mg/kg, intraperitoneal injection), a midline laparotomy was performed to expose the pancreaticobiliary duct. Retrograde puncture was conducted using a No. 5 puncture needle (5#) near the duodenal papilla, and 3% sodium taurocholate solution (0.1 mL/100 g body weight) was infused into the pancreatic duct at a rate of 0.1 mL/min with a microinjection pump to induce severe acute pancreatitis (SAP). Following injection, the duct was clamped for 5 min before needle removal and closure of the duodenal wall. Control rats underwent sham laparotomy without infusion. Postoperatively, rats were allowed free access to water but were fasted from food. Animals were divided into control (n=3) and model (n=3) groups, with two additional rats kept as backups.

All animals were sacrificed 24 h after SAP induction, a time point at which SAP-associated intestinal injury is typically evident. At sacrifice, rats were anesthetized with 3% pentobarbital sodium (40 mg/kg, intraperitoneal), and blood was collected from the abdominal aorta. Ileal tissues were rapidly harvested, washed in ice-cold PBS, and flash-frozen in liquid nitrogen for downstream assays. During ileal tissue collection, attached mesenteric fat was trimmed away, segments containing visible Peyer’s patches/lymphoid aggregates were avoided or excised, and the tissue was opened longitudinally and repeatedly rinsed with ice-cold PBS before downstream processing. If animals were not moribund at the endpoint, euthanasia was performed by an overdose of pentobarbital sodium (100 mg/kg, intraperitoneal), and death was confirmed by the absence of heartbeat and respiration.

For validation assays (ELISA, qPCR, Western blot) and snRNA-seq, all six rats (n=3 control, n=3 SAP) were used, whereas for Stereo-seq, four high-quality samples (n=2 control, n=2 SAP) were selected from these animals based on tissue integrity and RNA quality. All experimental procedures involving animals were reviewed and approved by the Shandong Provincial Hospital Committee on Use and Care of Animals (Approval No.: NSFC: No.2025–460) and conducted in accordance with institutional and national guidelines for the care and use of laboratory animals.

### 2.2 Nuclear isolation and quality control

100 mg of tissue homogenate was collected, nuclei were extracted according to the instructions of the Boyou^®^ Cell Nucleus Isolation Kit (SHBIO, 52009-10, China), and the nuclei were counted and evaluated using a fluorescence cell analyzer (Countstar^®^ Rigel S2 (Wuhan)/Mira FL (Northwest China), ALIT Life Science, China) and an inverted microscope for cell nuclear morphology evaluation.

### 2.3 snRNA-seq library preparation and sequencing

Single-nucleus suspensions were prepared using the DNBelab C High-throughput Single-cell RNA Library Preparation Kit V3.0 (MGI Tech). The workflow proceeded as follows: Isolated single nuclei were co-encapsulated with barcoded gel beads and reverse transcriptase mix into oil-in-water droplets using the DNBelab C-TaiM 4 system (MGI Tech). Following cDNA synthesis within the droplets, the emulsions were disrupted. The resultant cDNA was purified, then amplified via PCR using reagents from the DNBelab C High-throughput Single-cell RNA Library Preparation Kit V3.0 (MGI Tech). Amplified cDNA was purified with SPRIselect magnetic beads (Beckman Coulter) according to standard protocols. Subsequent steps included cDNA fragmentation, end repair, and A-tailing, followed by ligation with dual adapters using the DNBelab C Single-cell Library Preparation Sample Labelling Kit S (MGI Tech). The ligated products were purified, subjected to size selection (300–600 bp), amplified, and re-purified. After quantification with a Qubit 4.0 fluorometer, the libraries were stored at -80 °C until sequencing. For high-throughput sequencing, library preparation strictly followed the manufacturer’s instructions, and the final libraries were loaded onto the DNBSEQ-T7 platform for 150 nt paired-end sequencing.

### 2.4 Stereo-seq sample preparation and sequencing

Samples were embedded in Tissue-Tek OCT within 30 minutes after resected and wiped extra fluid. After frozen in dry ice, embedded samples were transferred to a -80°C freezer for storage until used. In a Dakewe CT520 cryostat, sample sections with 10μm were attached to Stereo-seq chips immediately.

The spatial transcriptomics data were obtained according to the protocol of STOmics Gene Expression Set-S1 on the website (https://www.stomics.tech/), which is an improved version of initial procedures. Briefly, 10 μm of tissue sections were adhered to the Stereo-seq chip and then heated for 3 minutes at 37 °C on a slide warmer. After incubation in methanol at -20 °C for 30 min, the chip was stained with nucleic acid dye (Thermo Fisher, Q10212) and imaged with a GO Optical Eclipse microscope. The cDNA products were released and purified from Stereo-seq chips after permeabilization for 6–24 min (optimized based on pre-testing for each sample), followed by reverse transcription. Indexed cDNA libraries were constructed according to the manufacturer’s protocol. Finally, cDNA libraries were sequenced on an MGI DNBSEQ-T7 sequencer (50 bp for read 1, 100 bp for read 2).

### 2.5 Quantification and statistical analysis

#### 2.5.1 snRNA-seq data processing

The gene expression matrix was generated using dnbc4tools software (v2.1.3). The UMI count matrix was converted into a Seurat object using the Seurat R package (v4.3.0) (25). Quality control criteria were applied as follows: low-quality nuclei with UMI counts <1200, detected genes <500, or mitochondrial UMI counts >5% were excluded; genes detected in fewer than 10 nuclei were removed. Following quality control, matrices from different samples were merged using Seurat to facilitate cross-sample comparison in subsequent analyses. Specifically, the merged count matrices were log-normalized using the NormalizeData function and scaled using the ScaleData function. The top 2000 variable genes were identified using the FindVariableFeatures function, and principal components (PCs) were calculated using the RunPCA function based on these genes. Data integration was performed using the Harmony algorithm (26). Nearest neighbors were computed based on the top 30 PCs, and cell clusters were identified using the FindClusters function (resolution = 0.8). The clustering resolution (0.8) was selected after evaluating multiple resolutions (0.2–1.6) to achieve stable and biologically interpretable clusters based on canonical marker expression. Clustering results were visualized using t-SNE or UMAP plots. To determine cell types for each cluster, marker genes were detected using the FindMarkers function in the Seurat package, and cell types were annotated using the ScType tool (27).

#### 2.5.2 Differential gene expression analysis

Differentially expressed genes (DEGs) were identified using the FindMarkers and FindAllMarkers functions from the Seurat package, which employed a Wilcoxon rank sum test with Bonferroni correction for multiple testing adjustment. Genes were considered DEGs if they exhibited a log-normalized expression difference ≥0.5 and an adjusted p-value <0.05.

To control for pseudoreplication arising from treating individual nuclei as independent observations, pseudobulk differential expression analysis was additionally performed by aggregating UMI counts per animal and testing SAP versus control using DESeq2, treating each rat as one biological replicate per group. Multiple testing correction strategies were applied according to analytical context, including Bonferroni adjustment for single-cell differential expression analyses, Benjamini–Hochberg false discovery rate (FDR) correction for enrichment and spatial analyses, and DESeq2’s default FDR framework for pseudobulk comparisons.

#### 2.5.3 Pseudotime analysis

Pseudotime analysis, trajectory construction, and calculation of pseudotime-dependent gene expression were performed using Monocle2 software (v2.26.0) (28). Dimension reduction was conducted using the DDRTree algorithm (v0.1.5). Cell trajectories were visualized based on cell subtypes and states. The Basic Differential Analysis algorithm implemented in Monocle2 was used to identify pseudotime-dependent differentially expressed genes. Significantly changed genes were identified using the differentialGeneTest function in Monocle2 with a q-value threshold of <0.0001.

#### 2.5.4 Cell–cell communication

Following cell type annotation, cell-cell communication analysis was performed using the CellChat pipeline (v2.1.2) (29). First, CellChat objects were constructed from the Seurat object. Next, precompiled Protein-Protein Interactions (PPIs) based on the CellChatDB.mouse database were used as prior network information. Then, communication probabilities were calculated using the computeCommunProb function. After that, cell-cell communication relationships were inferred and the communication network was aggregated with default parameters. Further, visualization of interaction counts was performed to display the aggregated cell-cell communication network and signaling output from each cell cluster. Finally, interactions between distinct cell subpopulations via putative ligand-receptor pairs were visualized using the ggplot2 R package. Because a rat-specific curated ligand–receptor database is currently limited, CellChatDB.mouse was used as a close proxy after gene symbol harmonization, an approach commonly adopted in rat single-cell transcriptomic studies.

#### 2.5.5 Transcription factor regulatory network analysis

Transcription factor (TF) modules were identified using the SCENIC Python workflow (v0.12.0) (30) with default parameters (tool official website: http://scenic.aertslab.org). In SCENIC, “regulons” were defined as a transcription factor together with its motif-validated direct target genes, inferred from co-expression and filtered by cis-regulatory motif enrichment. Regulon activity was quantified using AUCell scores. To quantify cell-type specificity of regulon activity, we computed the Regulon Specificity Score (RSS). Activated TFs were detected from the AUC (Area Under the Curve) matrix, and differentially activated TFs were statistically selected using the limma R package (31). To identify cluster-specific regulons (especially in analyses with multiple cell types where some regulons may be shared across cell types), the RSS (32) was applied for quantitative evaluation.

#### 2.5.6 Functional enrichment analysis

To systematically characterize the functional categories of genes, Gene Ontology (GO) term and KEGG pathway enrichment analyses were performed using KOBAS 2.0 (33). The hypergeometric test combined with the Benjamini-Hochberg false discovery rate (FDR) correction was applied to identify significantly enriched terms, with a corrected p-value threshold of <0.05.

#### 2.5.7 Stereo-seq spatial transcriptomics data analysis

Raw reads mapping was performed using STAR software with the mRatBN7.2 genome (https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_015227675.2/). A single base mismatch was allowed to correct sequencing and PCR errors. Mapped reads were counted and annotated using SAW (v8.1), an open-source pipeline developed by BGI. The GEF output files from the SAW pipeline were used as input for downstream data analysis with Stereopy software (v1.6.0) (34). Given that each stereo-chip contained millions of DNA Nanoballs (DNBs, diameter: 220 nm), adjacent 50×50 DNBs were merged into one bin50 spot (25μm resolution), which served as the fundamental unit for downstream analysis. For each chip, spots with total UMI (Unique Molecular Identifier) counts <500, detected genes <100, or mitochondrial-derived UMI counts >15% were classified as low-quality and removed. Genes detected in fewer than 3 spots were also excluded. Batch effect correction across different chips was conducted using the batches_integrate function of Stereopy, and spot clustering was performed with the Leiden algorithm. Visualization of the spatial transcriptomics data was completed using Scanpy software (35).

#### 2.5.8 Detection of spatially variable genes

Spatially variable genes (SVGs) were identified using SPARK-X with default parameters (FDR < 0.05).

For each Stereo-seq sample, significant SVGs were ranked by adjusted p-value, and the top SVGs were used for GO biological process enrichment analysis.

Spatial expression patterns of the top 20 SVGs per sample were visualized to illustrate spatially structured inflammatory, epithelial, and ECM-related programs.

#### 2.5.9 Neighborhood and co-occurrence analysis

Spatial neighborhood enrichment and co-occurrence analyses were performed using squidpy, computing interaction z-scores and co-occurrence probabilities across multiple spatial radii.

These analyses quantified spatial proximities among cell types and supported the identification of SAP-associated epithelial–stromal–immune interactions.

#### 2.5.10 Other statistical analysis

Statistical analyses were performed using R software (version 4.0). Differences in cell-type proportions between SAP and control groups were assessed using the propeller() function from the speckle package, which models compositional data at the sample level. Comparisons between SAP and control groups for ELISA, qPCR, and Western blot assays were performed using unpaired two-tailed Student’s t-tests. A p-value < 0.05 was considered statistically significant. Data are presented as mean ± SEM, with n indicating the number of biological replicates.

## 3 Results

### 3.1 SAP Induces significant changes in intestinal cellular composition and spatial distribution

Histological examination of ileal tissues confirmed successful SAP model establishment. Control specimens displayed intact villus–crypt architecture with well-organized mucosal folds, whereas SAP samples exhibited villus shortening and collapse, epithelial necrosis and detachment, inflammatory infiltration, and vascular congestion (**Figure 1B**). Serum ELISA showed significantly elevated levels of amylase, TNF-α, and IL-6 in SAP rats compared with controls (unpaired two-tailed Student’s t-test; *P < 0.05; see **Supplementary Figure S1A** for symbol definitions). In addition, qPCR and Western blot analyses revealed increased ICAM-1 expression in SAP ileal tissues (unpaired two-tailed Student’s t-test; significance thresholds as defined in **Supplementary Figures S1B, C**) (**Supplementary Figures S1A–C**). Collectively, these findings confirmed successful SAP model establishment and supported the robustness of the model.

**Figure 1:**
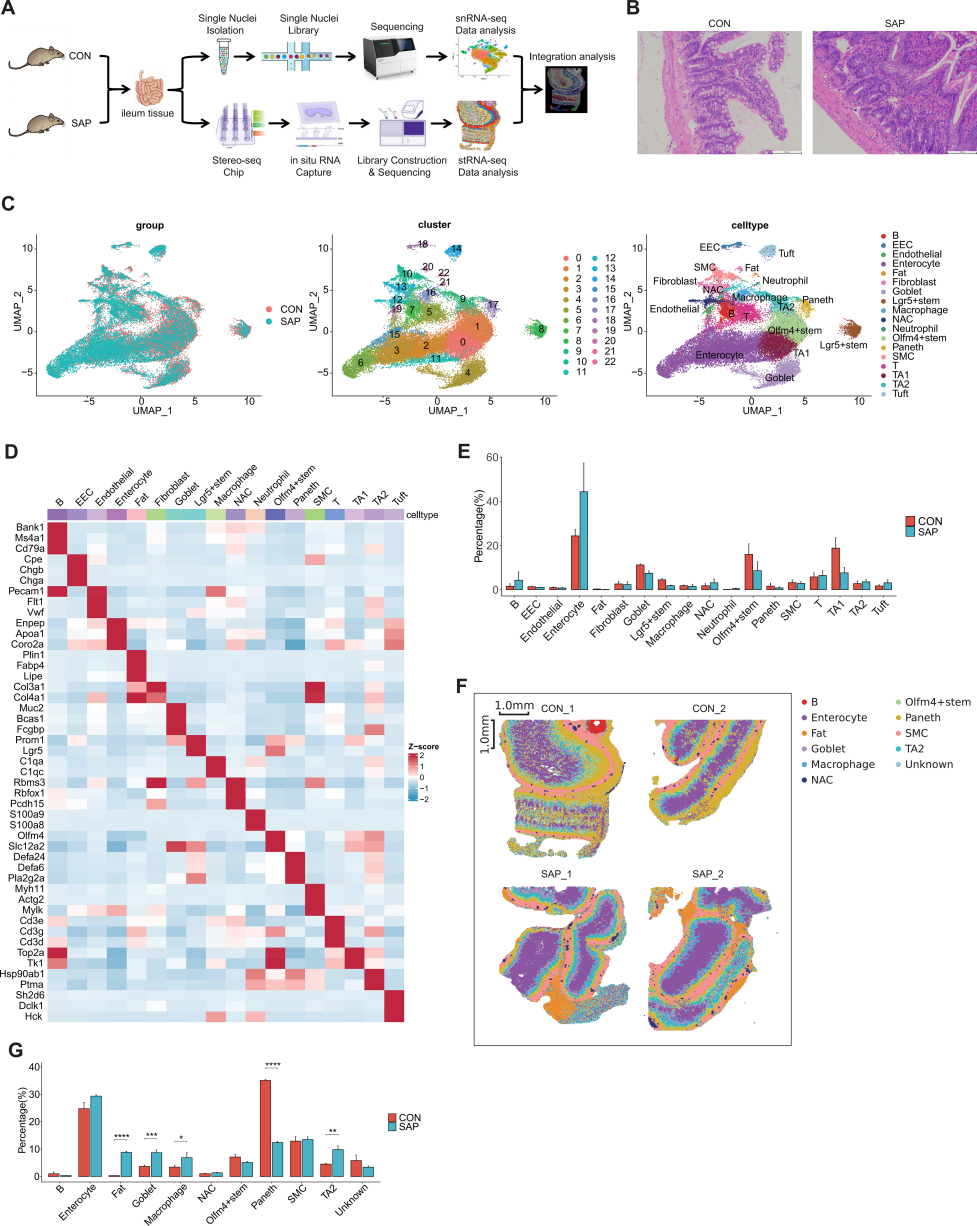
Single-nucleus transcriptome and spatial transcriptomics landscape of the ileal tissue of SAP and CON group rats. **(A)** Schematic illustration of the workflow for this study. **(B)** Representative Hematoxylin and Eosin (H&E)–stained ileal sections from CON and SAP rats. **(C)** UMAP plot of single-nucleus transcriptome profiles of SAP and CON group samples. Colors indicate groups, clusters and cell types. **(D)** Heatmap plot of marker genes for cell annotation. **(E)** Bar plot showing cell-type proportions (mean ± SEM) in snRNA-seq data. **(F)** Spatial transcriptomics profiles of SAP and CON group samples. Colors indicate cell types. **(G)** Bar plot showing cell-type proportions (mean ± SEM) in spatial transcriptomics (Stereo-seq) data. Statistical significance: ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

Single-nucleus RNA sequencing generated transcriptome data from 38, 999 high-quality nuclei (**Supplementary Table S1**). 

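Nuclei were isolated from the ileum of 6 male Sprague-Dawley rats at 24 h, 3 in the control group (CON) and 3 with SAP, and each rat gave 1 library. For SAP, 3% sodium taurocholate was infused backwards into the duct of the pancreas, at 0.1 mL per 100 g of body weight. The authors counted UMIs (unique molecular identifiers, 1 per captured transcript) per gene and barcode with dnbc4tools and deposited these counts without normalization. The paper's text names no genome build for the counting of nuclei, so genes are given by the symbols in the count tables and without coordinates. Of 90461 barcodes, 40970 passed the thresholds of the paper's methods, namely at least 1200 UMIs, at least 500 detected genes and at most 5% mitochondrial UMIs. The first 1999 of the 38999 rows of Supplementary Table S1 were read, and they list nuclei of 1 CON rat. All 1999 passed here, and 105 of the 2104 nuclei of that rat that passed up to the last listed barcode (4.99%) were not in the table. For every comparison of expression between groups, counts were summed per library over a class of nuclei, so that each rat gave 1 value per class. These sums were compared with the quasi-likelihood test of edgeR after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested in a class. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5. Exact two-sided permutation tests are given beside single values, and 3 rats against 3 cannot give an exact p under 0.1. Levels are in CPM, counts scaled to a common total. They are TMM-normalized where a log2 fold change with its standard error stands beside them, and scaled by the library total alone elsewhere. Intervals on counts cover counting error only.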

Distributions of key quality-control metrics (nCount_RNA, nFeature_RNA, and percent.mt) across all snRNA-seq samples are shown in **Supplementary Figures S2A–C**, supporting the filtering strategy described in the Methods. 

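Between 6260 and 9246 nuclei per CON library passed, with a median of 8414, and between 3189 and 7893 per SAP library, with a median of 5968. Their UMIs summed to between 11402966 and 28771508 per CON library (median 19738010) and to between 5549260 and 19435288 per SAP library (median 15490877). The median passing nucleus held from 1610 to 1880 UMIs in CON and from 1516 to 1889.5 UMIs in SAP, and from 1218.5 to 1343 and from 1024 to 1366 detected genes. The median mitochondrial share was 0.700%, 0.125% and 0.218% in the CON libraries and 1.84%, 1.29% and 0.387% in the SAP libraries. The count tables of CON replicate 2 and SAP replicate 1 listed barcodes under 1000 UMIs, and 26.2% and 12.2% of their barcodes passed. In the other 4 libraries the lowest barcode held 1000 UMIs, and from 76.4% to 79.9% of barcodes passed. A limit of 1% mitochondrial UMIs in place of 5% left 29859 nuclei, of which 384 and 1908 were in SAP replicates 1 and 2. Counts per gene differed between libraries of the same group by far more than counting error, with a chi-square per degree of freedom from 46.2 to 326.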

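Counts of passing nuclei were log-normalized, and the libraries were integrated on 30 principal components with a re-implementation of Harmony. Leiden clustering at a resolution of 0.8 gave 24 clusters. Each cluster was named after the class whose markers, listed before the files were opened, were raised most in it, where that class led the next by a set margin, and the classes are written here with the ending −like. Named in this way were 16 classes, the largest being stem/TA-like (9307 nuclei), enterocyte-like (8375 nuclei in 3 clusters), goblet-like (4012), T-like (2478), SMC-like (1545) and B-like nuclei (1284). Tuft-like (965), fibroblast-like (952), macrophage-like (722), Paneth-like (657), endothelial-like (566), enteroendocrine-like (524) and NAC-like nuclei (309) followed, and the smallest classes were mesothelial-like (163), neutrophil-like (125) and fat-like nuclei (100). Clusters 2 (3905 nuclei), 6 (2436), 8 (1310), 10 (1097) and 21 (138) stayed unnamed because no class led far enough. The margin was raised after the first names were seen, when cluster 8 had been named Paneth-like. The unnamed clusters held 21.0% ± 0.898 (SD, n = 3) of CON nuclei and 23.6% ± 3.80 (SD, n = 3) of SAP nuclei. In the part of Supplementary Table S1 that was read, 75 of the 78 nuclei listed as Lgr5+ stem were in cluster 8 and 60 of the 72 listed as TA2 were in cluster 6. Of the nuclei listed as Olfm4+ stem and as TA1, 411 of 538 and 282 of 340 were stem/TA-like. Of those listed as enterocytes, 246 of 362 were enterocyte-like and 103 were in cluster 2.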

Unsupervised clustering identified 23 clusters, which were annotated into 18 cellular identities, including immune (B, T, macrophages, neutrophils), epithelial (enterocytes, enteroendocrine [EEC], goblet, Paneth, tuft), stem (Lgr5+, Olfm4+), transit-amplifying (TA1, TA2), and stromal populations (endothelial, adipocyte, fibroblast, neuron-associated cells [NAC], smooth muscle cells [SMC]) (**Figure 1C**, **Supplementary Figure S1D**). 

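Marker levels were compared between each cluster and all other nuclei, on UMIs summed over the 6 libraries. Myh11 stood at 3398 CPM in SMC-like nuclei against 70.4 CPM in other nuclei, Chga at 855 against 11.7 CPM in enteroendocrine-like nuclei, and Dclk1 at 1631 against 37.6 CPM in tuft-like nuclei. Pax5 stood at 1255 against 34.3 CPM in B-like nuclei, C1qa at 805 against 36.3 CPM in macrophage-like nuclei and S100a8 at 13180 against 11.6 CPM in neutrophil-like nuclei. Markers of the crypt were less confined to 1 cluster, with Olfm4 at 625 against 167 CPM and the cycling marker Top2a at 257 against 92.1 CPM in stem/TA-like nuclei. Cluster 8 held the stem cell marker Lgr5 beside the Paneth cell markers Habp2 and Mmp7. Averaged over the libraries, Lgr5 stood there at 339 ± 128 CPM (SD, n = 6), against 127 ± 36.8 in stem/TA-like and 131 ± 85.1 in Paneth-like nuclei. Habp2 stood at 497 ± 147 CPM (SD, n = 6) in cluster 8, 11.2 ± 7.76 in stem/TA-like and 181 ± 64.0 in Paneth-like nuclei. For Mmp7 the level in cluster 8 was 617 ± 271 CPM (SD, n = 6) and that in Paneth-like nuclei 1096 ± 379. The mean of Olfm4 was lower in cluster 8, at 196 ± 113 CPM (SD, n = 6), against 554 ± 227 in stem/TA-like and 505 ± 372 in Paneth-like nuclei. The markers Defa7, Defa10, Igkc and Mcpt1 were not in the count tables.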

Marker-specific expression was confirmed by heatmap and bubble plot analyses (**Figure 1D**, **Supplementary Figure S1E**).

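The share of each class among the nuclei of a library was compared between groups as in propeller, with limma on logit-transformed shares. Stem/TA-like nuclei made up 28.9% ± 6.11 (SD, n = 3) of CON nuclei and 15.0% ± 3.72 (SD, n = 3) of SAP nuclei, and every SAP rat lay below every CON rat (exact permutation test, p = 0.1; limma, adjusted p = 0.606). Cluster 8 held 4.26% ± 0.496 and 1.88% ± 0.464 of nuclei, again without overlap (adjusted p = 0.606). Goblet-like nuclei made up 11.7% ± 1.93 in CON and 7.47% ± 1.53 in SAP, the last of the classes without overlap between the groups (adjusted p = 0.744). Paneth-like nuclei made up 2.05% ± 2.20 and 0.988% ± 0.991, with overlap between the groups (exact permutation test without pairs, p = 0.5; limma with replicate number as a block, adjusted p = 0.387). In each pair of the same replicate number the share was lower in SAP, at 2.13% against 4.56%, 0.452% against 1.07% and 0.380% against 0.511%. Without CON replicate 1, whose partner of the same number was the highest in SAP, the mean was 0.198 percentage points higher in SAP. With cluster 8 counted among them, as under the first margin, they made up 6.31% ± 1.81 in CON and 2.86% ± 1.41 in SAP, without overlap (exact permutation test, p = 0.1; limma, adjusted p = 0.734). The enterocyte-like share was 15.3% ± 1.91 in CON and 29.6% ± 13.6 in SAP (exact permutation test, p = 0.3), with SAP rats at 30.3%, 42.9% and 15.7%. Together with cluster 2 it was 24.6% ± 2.77 in CON and 40.0% ± 16.8 in SAP. Among the 21 classes and clusters, 0 had an adjusted p under 0.05, and only cluster 8 had an unadjusted p under 0.05. Of the alternatives tried, counting epithelial nuclei only brought the adjusted p lowest, to 0.0775, with enterocyte-like nuclei at 19.3% ± 3.52 in CON and 36.9% ± 10.7 in SAP, without overlap. With no integration the enterocyte-like share fell by 3.23 percentage points in SAP. That share leaves out unnamed clusters of 3350 and 2245 nuclei whose closest named cluster was enterocyte-like, so the class was made up differently. Within the pair of libraries that listed barcodes under 1000 UMIs, the stem/TA-like share was 33.9% in CON and 18.4% in SAP, and in the other 4 it was 30.8% and 22.1% in CON and 11.1% and 15.5% in SAP.

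**Figure D1:**
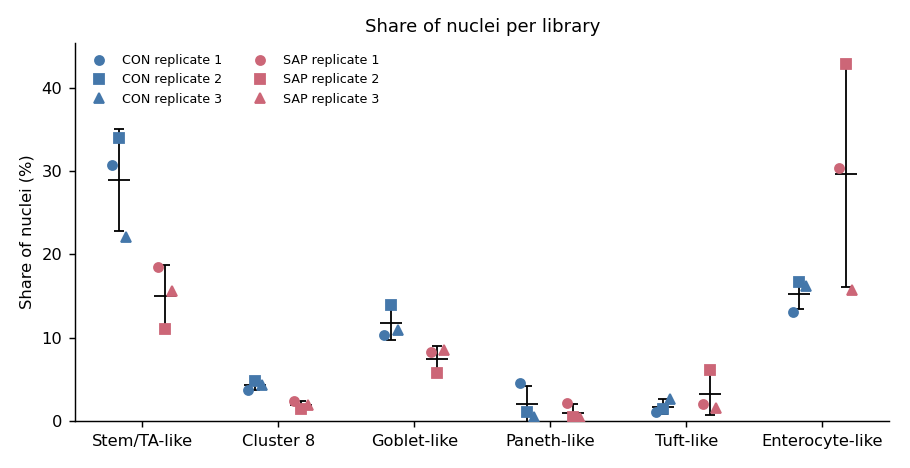
Share of nuclei (%, y axis) of 6 classes and clusters in each library, with CON in blue and SAP in red, 1 symbol per replicate number, and lines and bars at the mean and SD of 3 rats. Stem/TA-like nuclei range from 22.1% to 33.9% in CON and from 11.1% to 18.4% in SAP, while the SAP rats spread from 15.7% to 42.9% for enterocyte-like nuclei.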

Quantitative analysis of snRNA-seq data revealed a trend toward decreased proportions of Lgr5^+^ and Olfm4^+^ stem cells, TA1 cells, goblet cells and Paneth cells in SAP, with a reciprocal increase in enterocytes (**Figure 1E**, **Supplementary Figure S1F**), although these differences were not statistically significant at the sample level.

Spatial transcriptomics generated 84, 115 bin50 spots after quality control (**Supplementary Table S2**). QC distributions for spatial transcriptomics (nCount_Spatial, nFeature_Spatial, and percent.mt) across all samples are likewise provided in **Supplementary Figures S2D–F**. Spatial transcriptomics was performed on two biological replicates per group. Annotation identified 10 major cell types: B cells, enterocytes, fat cells, goblet cells, macrophages, NAC, Olfm4+ stem cells, Paneth cells, SMC, and TA2, with one unannotated cluster named “unknown” (**Figure 1F**, **Supplementary Figure S1H**). Analysis of spatial cell-type composition showed a significant reduction in Paneth cells, accompanied by increases in fat cells, goblet cells, macrophages and TA2 cells in SAP ileum compared with controls, whereas enterocytes and Olfm4^+^ stem cells exhibited similar directional shifts but without statistically significant differences (**Figure 1G**, **Supplementary Figure S1G**).

Neighborhood enrichment analysis using permutation-derived z-scores revealed widespread SAP-associated changes in local spatial proximity across epithelial, immune, and stromal compartments (**Supplementary Figure S3**). Permutation-derived neighborhood enrichment z-scores were summarized at the sample level to compare spatial proximity patterns between groups (**Supplementary Figure S3**, **Supplementary Data sheet 1**). Positive z-scores indicate spatial co-localization, whereas negative values indicate spatial avoidance. Relative to controls, SAP samples showed higher neighborhood enrichment for the Olfm4^+^ stem–Paneth axis and Paneth–SMC pairs, with higher z-scores also observed for several Paneth-associated pairs, including Paneth–B and Paneth–unknown. In contrast, SAP samples exhibited lower neighborhood enrichment for multiple enterocyte-centered relationships, most prominently enterocyte–fat and enterocyte–TA2 pairs, as well as reduced enrichment for enterocyte–NAC, macrophage–enterocyte, fat–macrophage, and fat–SMC pairs (**Supplementary Figure S3**, **Supplementary Data sheet 1**).

### 3.2 SAP induces imbalance in intestinal stem cell and epithelial cell differentiation

To characterize spatial patterns of mucosal gene activity, we identified spatially variable genes (SVGs) using SPARK-X (FDR < 0.05). GO biological process enrichment of the top-ranked SVGs (hypergeometric test with Benjamini–Hochberg FDR correction; FDR < 0.05) suggested a shift toward immune- and host defense–related programs in SAP, including responses to lipopolysaccharide and bacteria, although enrichment patterns varied across replicates (**Supplementary Figure S4**). Differential expression analysis across cell types identified extensive transcriptomic remodeling, with enterocytes, tuft, Paneth, and SMCs showing the largest DEG numbers (**Figure 2A**, **Supplementary Data sheets 2** and **3**). 

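In each of the 17 classes and clusters with at least 10 nuclei in every library, the genes with enough counts were tested. Fat-like, mesothelial-like and neutrophil-like nuclei and cluster 21 had fewer nuclei in some library and were not tested. Over the 17 fits 13 genes were called, each lower in SAP. In 11 fits the called gene was St8sia6, a sialyltransferase gene that was chosen for the text after its values were seen. In goblet-like nuclei St8sia6 stood at 232 ± 33.5 CPM (SD, n = 3) in CON and at 1.36 to 7.33 CPM in SAP, a log2 fold change of −5.45 (standard error 0.40, adjusted p = 0.00239). The call in stem/TA-like nuclei (adjusted p = 0.0455) was lost with replicate number as a block, with a depth class as a covariate, at resolution 0.4 and in 5 of the 6 fits with 1 library left out. Its mean was lower in SAP in each of the 21 classes and clusters, and the files hold no genotype of these outbred rats. The other calls, also chosen after their values were seen, were Mt1 in Paneth-like nuclei and Ccdc57 in cluster 8. Mt1 stood at 666 ± 230 CPM in CON and 20.3 ± 17.3 in SAP (log2 fold change −5.13, standard error 0.67, adjusted p = 0.0392), and Ccdc57 at 348 ± 63.4 and 60.2 ± 19.0 CPM (log2 fold change −2.48, standard error 0.29, adjusted p = 0.0270). At an unadjusted p under 0.05 there were 1091 of 13073 genes in enterocyte-like nuclei, where 0 were called, 683 of 7596 in tuft-like, 99 of 2713 in Paneth-like and 1018 of 9532 in SMC-like nuclei. Cluster 2 had the largest such number, 1340 of 10442. The alternative that moved the total most tested every gene with a count, and 2131 genes were called. With DESeq2, the tool of the paper's methods, 659 were called, 153 in SMC-like nuclei, 91 in stem/TA-like, 52 in enterocyte-like, 40 in tuft-like and 18 in Paneth-like nuclei. With replicate number as a block the total was 114, and with 1 library left out it lay between 3, without SAP replicate 1, and 260, without SAP replicate 3. In 5 draws of 25 nuclei per library and class, DESeq2 called 44 genes on average in SMC-like nuclei (range 30 to 67), 12.6 in tuft-like, 5 in Paneth-like and 3.8 in enterocyte-like nuclei.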

In non-immune epithelial subsets, up-regulated genes were enriched in antigen presentation and immune regulation pathways (e.g., Cd74, Apoa1), whereas down-regulated genes were enriched in antimicrobial defense responses (e.g., Defa24, Pla2g2a, Dmbt1) (**Figures 2B, C**, **Supplementary Figure S5**). 

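In counts summed over all epithelial nuclei of a rat, Cd74, the invariant chain of MHC class II, stood at 591 ± 362 CPM (SD, n = 3) in CON and 1451 ± 575 in SAP, a log2 fold change of 1.30 (standard error 0.54, adjusted p = 0.435). Apoa1 stood at 875 ± 802 CPM in CON and 4306 ± 2764 in SAP (log2 fold change 2.30, standard error 0.96, adjusted p = 0.436). Pla2g2a stood at 6122 ± 8708 and 879 ± 1007 CPM (log2 fold change −2.80, standard error 1.31, adjusted p = 0.472), and Dmbt1 at 2120 ± 1019 and 1047 ± 592 CPM (log2 fold change −1.02, standard error 0.57, adjusted p = 0.534). Defa24 belongs to the alpha-defensins, whose sequences are alike enough that counting can split their reads. It stood at 22729 ± 34369 and 9971 ± 13520 CPM (log2 fold change −1.19, standard error 1.45, adjusted p = 0.779). In CON replicate 1 Defa24 stood at 62402 CPM and Pla2g2a at 16165 CPM, and in the other CON rats at no more than 3800 and 1531 CPM. Without that rat, the log2 fold change of Defa24 turned to 1.79 and that of Pla2g2a was −0.31. SAP replicate 1, of the same number, was the highest SAP rat for both genes. Without SAP replicate 1 the log2 fold change of Defa24 was −3.36. Pla2g2a was lower in SAP in each pair of the same number. Scaled by the library total alone, it stood at 1794 against 11923, 237 against 1672 and 426 against 802 CPM. Defa24 stood at 22491 against 46029, 2181 against 2170 and 2490 against 4541 CPM. The adjusted p of none of the 16 genes named by the paper was under 0.05 in the fit of 17073 genes, or adjusted over the list alone, and 5 had an unadjusted p under 0.05. Since the study chose these genes on the same samples, the second count is not independent evidence. As lists fixed by symbol in advance, all 11 MHC class II genes and 27 of 34 MHC class I genes were higher in SAP, with median log2 fold changes of 1.30 and 0.84. The set test camera, which presets the correlation between genes at 0.01, gave adjusted p = 7.12e-08 for class II and 8.19e-07 for class I. The rotation test fry of limma, which estimates that correlation, gave adjusted p = 0.117 and 0.221. Among 20 antimicrobial defence genes 15 were lower and 5 higher in SAP, with a median log2 fold change of −0.68 (camera, adjusted p = 0.426), and camera called the list higher without CON replicate 1 (adjusted p = 0.0180) and lower without SAP replicate 1 (adjusted p = 0.00158). All 5 alpha-defensins were lower, with a median of −1.19 (camera, adjusted p = 0.426). With replicate number as a block, camera called both lists lower (adjusted p = 0.00820 for each), while fry gave adjusted p = 0.228 for the antimicrobial genes and 0.253 for the alpha-defensins.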

Representative barrier/antimicrobial and antigen-presentation–related genes (Pla2g2a, Defa24, Dmbt1, Ly6a1, Cd74, and Apoa1) exhibited SAP-associated expression changes across epithelial lineages: Pla2g2a, Defa24, and Dmbt1 showed predominantly lower avg_log2FC values, whereas Ly6a1, Cd74, and Apoa1 showed higher avg_log2FC values in multiple epithelial cell types (**Figure 2D**). 

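Over the 9 epithelial classes and clusters tested, the log2 fold change of Cd74 ranged from 0.89 to 1.65, and the groups did not overlap in 6. Chance gives 10% in either direction for 1 class. The 9 are of the same 6 rats and not independent, so their number cannot be weighed against that rate. Apoa1 was higher in SAP in 9 of 9, from 1.5 to 2.80, without overlap in 1. The gene written Ly6a1 in the paper's text is Ly6al in the count tables, and it was higher in 8 of 9, from −0.83 in enterocyte-like to 2.16 in stem/TA-like nuclei, again without overlap in 6. Pla2g2a was lower in 9 of 9, with log2 fold changes from −2.24 to −1.68, and so was Dmbt1, from −1.13 to −0.46. The groups did not overlap in 0 of the 9 for Pla2g2a and in 1 for Dmbt1. Defa24 was higher in 4 and lower in 5, from −0.75 to 0.75, without separation of the groups in any. Over the 17 classes and clusters, 261 tests of the paper's 16 genes gave 0 adjusted p-values under 0.05 and 82 unadjusted ones. DESeq2 gave 5, which were Ly6al in SMC-like, stem/TA-like and tuft-like nuclei and Cd74 and Myb in cluster 2. With no filter beyond 1 count 28 of 272 tests passed. Without CON replicate 3 there were 3, without SAP replicate 3 there was 1, with replicate number as a block there was 1, and the other alternatives gave 0. Adjusted over the list alone, 7 genes passed in SMC-like, 5 in fibroblast-like, 3 in tuft-like, 2 in B-like, 2 in enteroendocrine-like and 1 in stem/TA-like nuclei, 3 in cluster 10 and 1 in cluster 2. In the other 9 classes and clusters 0 passed. In the 8 immune and stromal classes tested, Apoa1 and Ly6al were higher in 8 of 8, Pla2g2a lower in 8 of 8 and Dmbt1 lower in 7 of 8. Cd74 was also higher in 8 of 8, without overlap in 7, so its rise was not confined to the epithelium. Defa24 was higher in 5 and lower in 3. In droplet data free RNA reaches all nuclei, and the levels of Pla2g2a, Defa24 and Dmbt1 in T-like nuclei were from 0.936 to 2.30 times those in enterocyte-like nuclei. For Apoa1 the same ratio was from 0.0750 to 0.451, for Cd74 from 0.332 to 0.786 and for Ly6al from 0.114 to 0.930. The difference between the effect in other nuclei and that in epithelial nuclei, tested for each of the 16 genes, gave 0 adjusted p-values under 0.05 over the list, the smallest being 0.0561 for Pla2g2a.

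**Figure D2:**
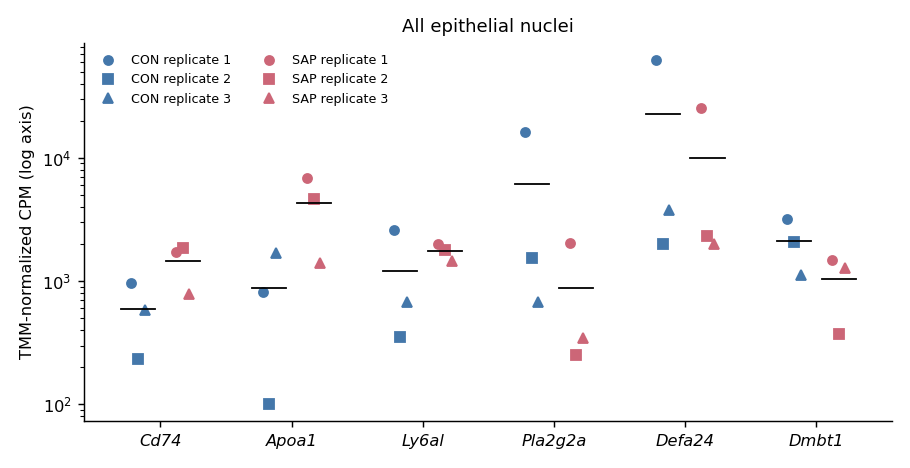
Level of 6 genes in counts summed over all epithelial nuclei of each library (TMM-normalized CPM, log axis), with CON in blue, SAP in red and lines at the mean of 3 rats. For Defa24, CON replicate 1 sits at 62402 CPM and the other CON rats at 1986 and 3800 CPM.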

Spatial transcriptomics further visualized these differences at the tissue level (**Figure 2E**).

**Figure 2:**
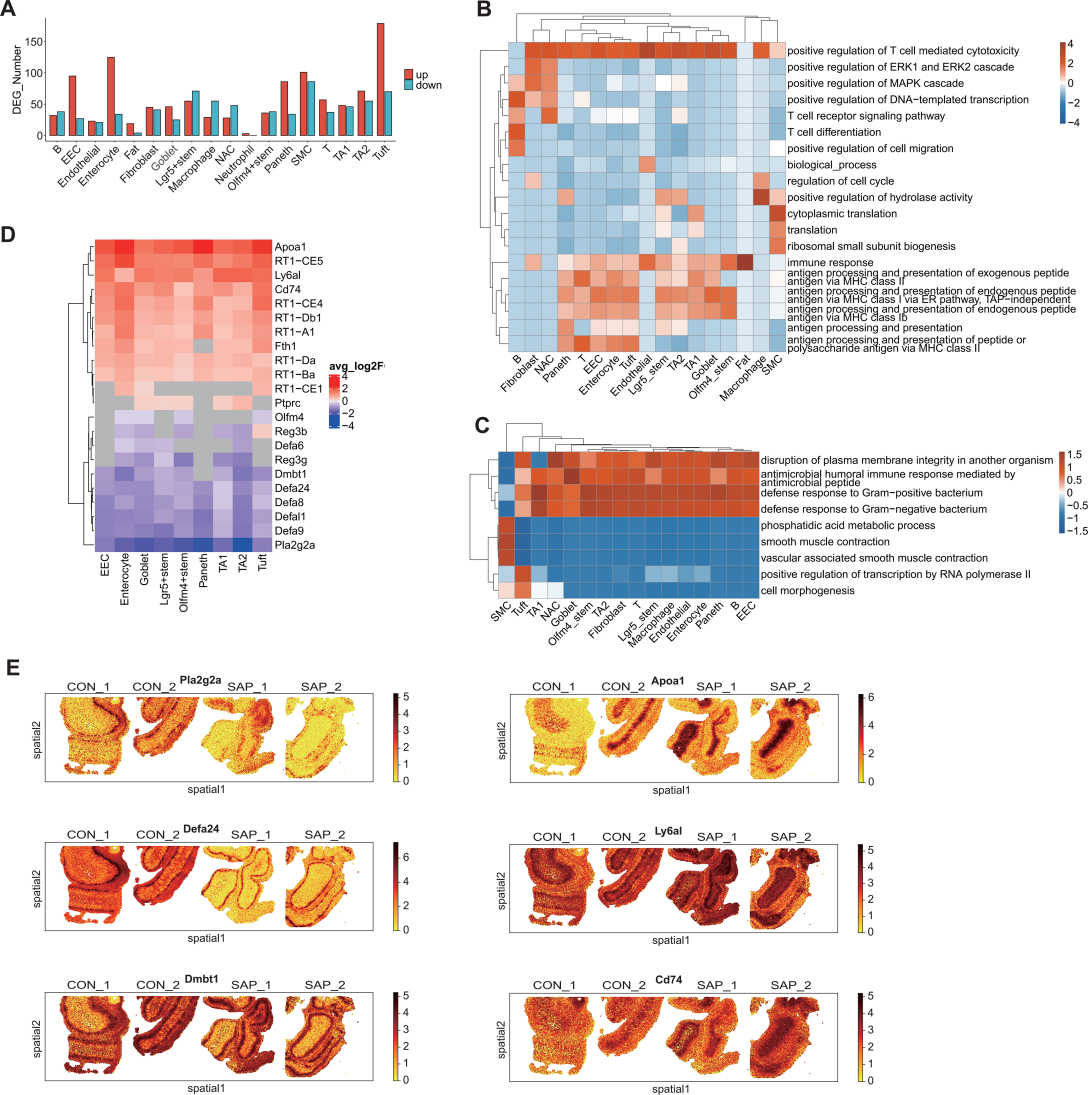
Analysis of DEGs in different cell populations from the ileal tissue of SAP and CON group samples. **(A)** Bar plot showing the number of upregulated and downregulated genes between the two groups in snRNA-seq data. **(B)** Gene Ontology (GO) enrichment analysis of biological processes of upregulated genes between SAP and CON. Top 3 terms were selected for each cell type and the heatmap shows enrichment q-values (scaled by column). **(C)** Gene Ontology (GO) enrichment analysis of biological processes of downregulated genes between SAP and CON. Top 3 terms were selected for each cell type and the heatmap shows enrichment q-values (scaled by column). **(D)** Heatmap plot showing the log2 fold-change value of genes related to immune response and antigen presentation in each cell type (SAP vs CON). **(E)** Spatial visualization of the expression levels of Pla2g2a, Defa24, Dmbt1, Ly6a1, Cd74 and Apoa1 genes in each spatial sample.

Pseudotime trajectory analysis indicated a remodeled stem cell–epithelial differentiation continuum. Lgr5+ and Olfm4+ stem cells, together with TA1/TA2, were positioned at early pseudotime states, whereas enterocytes occupied terminal states (**Figures 3A–C**, **Supplementary Figure S6A**). 

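Epithelial nuclei were ordered by diffusion pseudotime in place of Monocle2, over 31491 nuclei that had each been thinned to 1200 UMIs. The root lay among stem/TA-like nuclei, which places that class early by construction. Pseudotime was divided into an early, a middle and a late part of equal weight, with each library weighted equally. The early part held 89.5% of stem/TA-like nuclei, 35.9% of cluster 2, 12.3% of cluster 6 and 1.23% of enterocyte-like nuclei. The late part held 62.7% of enterocyte-like nuclei, and also 88.7% of enteroendocrine-like, 89.2% of tuft-like and 31.4% of goblet-like nuclei. Cluster 8, which held most nuclei listed as Lgr5+ stem, lay late for 90.8% of its nuclei and early for 2.44%. It was kept out of the class that the root was taken from, and late means far from that root. Across nuclei, pseudotime at full depth followed that of thinned nuclei with a Spearman correlation of 0.920, and the difference between enterocyte and stem marker expression followed it with 0.421. Nuclei are not independent replicates in these correlations.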

SAP was associated with a relative depletion of early differentiation states (stem/TA-enriched) and an expansion of late enterocyte-dominant states (**Figure 3D**). 

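The early part held 40.2% ± 1.76 (SD, n = 3) of the epithelial nuclei of a CON rat and 26.4% ± 10.4 (SD, n = 3) of those of a SAP rat, with every SAP rat below every CON rat (exact permutation test, p = 0.1). For the late part the shares were 28.3% ± 2.73 and 38.4% ± 8.34, with every SAP rat above every CON rat (exact permutation test, p = 0.1). An order by enterocyte minus stem marker expression moved these differences most, from −13.8 to −26.6 percentage points for the early part and from 10.1 to 30.0 for the late part. With no integration of the libraries the groups overlapped, and the differences were −14.1 points (exact permutation test, p = 0.6) and 26.2 points (exact permutation test, p = 0.2). With pseudotime divided into 4 parts in place of 3, the groups overlapped in the late part, with a difference of 7.26 points (exact permutation test, p = 0.2). With 1 library left out, the early difference lay between −19.1 and −8.82 points and the late difference between 5.86 and 12.7 points. Among libraries that listed barcodes under 1000 UMIs, the early part held 42.0% in CON and 25.9% in SAP, and in the others 38.4% and 40.3% in CON and 16.4% and 37.1% in SAP. From the lower share of early states and the higher share of late states, the paper proposes that SAP shifts epithelial differentiation from stem and TA states towards terminal enterocyte states.

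**Figure D3:**
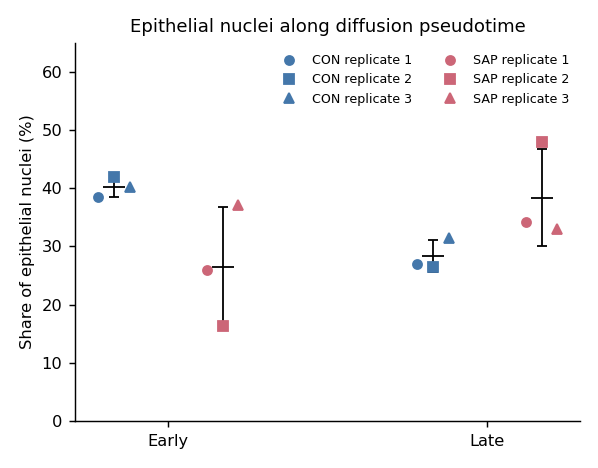
Share of the epithelial nuclei of each library (%, y axis) in the early and the late part of diffusion pseudotime, with CON in blue and SAP in red, 1 symbol per replicate number, and lines and bars at the mean and SD of 3 rats. SAP replicate 2 sits farthest from the CON rats, at 16.4% early and 48.0% late.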

Gene modules correlated with pseudotime progression were enriched in immune response, transcriptional regulation, cytoskeletal dynamics, and epithelial morphogenesis (**Figure 3E**). Genes from key pseudotime-associated modules (e.g., Anpep, Muc2, Smoc2, Hmga2, Myb, Defa24, Dmbt1) displayed distinct pseudotemporal patterns between groups (**Figure 3F**, **Supplementary Figure S6D**). Together, these data suggest that SAP shifts the epithelial differentiation landscape by depleting early stem/TA-enriched states and expanding terminally differentiated enterocyte states, contributing to epithelial imbalance. 

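For each of these 7 genes, UMIs were summed per library within each part of pseudotime, which made 21 tests. The smallest p-value adjusted over the 21 exact permutation tests was 0.2625, and the groups did not overlap in 8 of them. Chance gives 10% for 1 test, but the 21 are of the same 6 rats, so 8 cannot be weighed against that rate. Hmga2 stood at 390 ± 11.2 CPM (SD, n = 3) in CON and 241 ± 87.8 in SAP in the early part (exact permutation test, p = 0.1), and its log2 ratios were −0.69, −1.18 and −1.43 from the early to the late part. Myb stood at 483 ± 39.1 and 263 ± 89.9 CPM in the early part (exact permutation test, p = 0.1), with log2 ratios of −0.88, −1.57 and −0.99. Both genes were without overlap in all 3 parts. In the late part, Muc2 stood at 2258 ± 615 CPM in CON and 1083 ± 590 in SAP, and Smoc2 at 178 ± 35.3 and 91.7 ± 47.4 CPM, each without overlap. At the full depth of the nuclei, 5 of the 21 were without overlap, all of Hmga2 or Myb. Anpep was higher in SAP in all 3 parts, with log2 ratios of 1.06, 0.91 and 0.37, and Defa24 and Dmbt1 were lower in all 3, but the groups overlapped in each.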

Consistent with the cell-level analysis, pseudobulk DESeq2 further supported down-regulation of stemness- and defense-related genes and up-regulation of inflammatory and ECM-remodeling programs in SAP, reinforcing the robustness and cross-platform consistency of these signatures.

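In counts summed over all nuclei of a rat, edgeR called 0 of 19187 genes and 1618 had an unadjusted p under 0.05. DESeq2 called 214 genes, 122 higher and 92 lower in SAP, and over all epithelial nuclei 301, of which 180 were higher. The paper's text lists no genes for these programs, so lists were fixed in advance. Of 20 stemness genes, 19 were lower in SAP over all nuclei, with a median log2 fold change of −0.71 (camera, adjusted p = 4.02e-10), and 4 passed when adjusted over the list alone. The lower share of stem/TA-like nuclei in SAP can lower these sums without a change in the cells. Within stem/TA-like nuclei 14 of 18 stemness genes were lower and 4 higher, with a median of −0.31, and 0 passed over the list alone. Antimicrobial defence genes went both ways, with 9 higher and 14 lower (camera, adjusted p = 0.796). Of 38 inflammation genes, 34 were higher, with a median of 0.72 (camera, adjusted p = 5.29e-11) and 4 past the threshold over the list alone. Of 48 extracellular matrix (ECM) genes, 31 were higher, with a median of 0.25 (camera, adjusted p = 0.0308), and 0 passed over the list alone against 7 at an unadjusted p under 0.05. The ECM call was lost without CON replicate 2, without SAP replicate 1 and without SAP replicate 3, with adjusted p-values of 0.718, 0.104 and 0.692. Over both sums camera called 7 of the 9 lists in each. Only the call of inflammation in epithelial nuclei held under fry (adjusted p = 0.00891) and under camera with an estimated correlation (adjusted p = 0.0366), and with replicate number as a block fry gave it an adjusted p of 0.150. Over all nuclei, fry gave adjusted p-values of 0.223 for stemness, 0.0803 for inflammation and 0.729 for ECM.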

**Figure 3:**
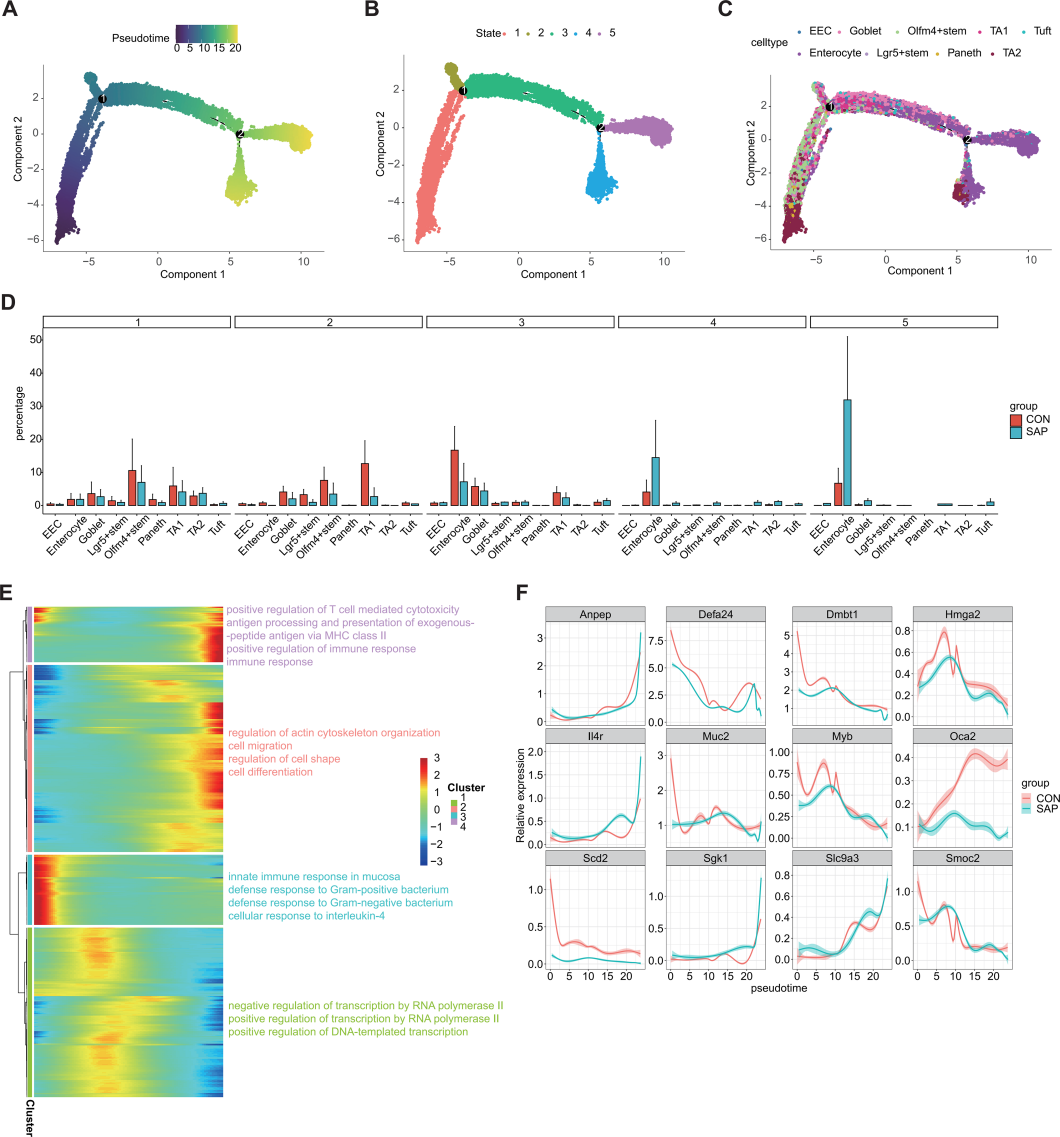
Pseudotime analysis of the epithelial cell subtypes of SAP and CON group samples in snRNA-seq data. **(A)** Pseudotime plots of the epithelial cell subtypes. Color-coded according to pseudotime value. **(B)** Pseudotime plots of the epithelial cell subtypes. Color-coded according to states. **(C)** Pseudotime plots of the epithelial cell subtypes. Color-coded according to cell types. **(D)** Bar plot showing the distribution of cells across states in each group. **(E)** Heatmap showing pseudotime-dependent genes; the right panel shows the most enriched GO biological process terms of these genes, grouped into 4 clusters using k-means. **(F)** Curve plot showing the expression level of genes in different groups along pseudotime.

### 3.3 SAP enhances intercellular communication with FN1 pathway mediating stem cell-epithelial cell interactions

CellChat analysis revealed globally intensified intercellular communication in SAP, characterized by increased interaction diversity and strength compared with controls (**Figures 4A, B**). Enterocytes and SMCs showed the greatest gain in input–output signaling intensities (**Supplementary Figure S7A**), while SMCs displayed marked increases in output and enterocytes in input signals relative to controls (**Figure 4C**). Among signaling pathways, FN1 ranked highest by differential information flow between SAP and control groups (**Figure 4D**).

**Figure 4:**
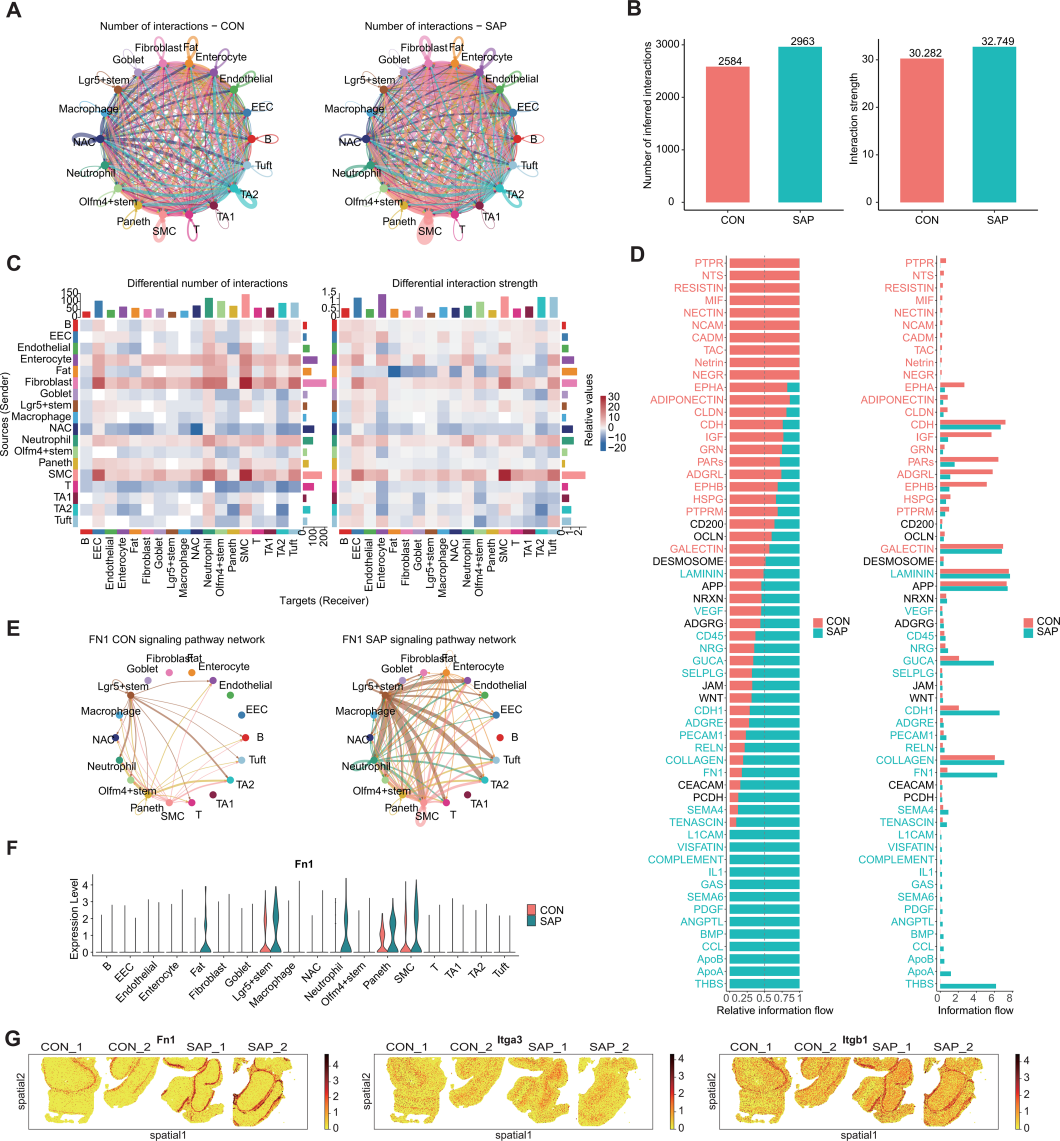
CellChat-based cell–cell communication analysis across intestinal cell types. **(A)** Network plot showing the total number of inferred ligand–receptor interactions among cell types in each group. Node size represents the total interaction counts per cell type; edge thickness represents the aggregated interaction strength (communication probability). **(B)** Bar plot showing the total number of inferred interactions (counts) and overall interaction strength (sum of communication probabilities) in each group. **(C)** Heatmap showing group differences in interaction counts and interaction strength across cell-type pairs. Values represent aggregated CellChat scores derived from inferred communication probabilities. **(D)** Bar plot showing signaling pathways with differences in overall information flow between groups. Overall information flow is defined as the summed communication probability of all ligand–receptor pairs within each pathway across all cell-type pairs. **(E)** FN1 signaling network split by group. Arrows indicate sender-to-receiver directionality; edge thickness reflects the inferred FN1 signaling strength between cell types. **(F)** Violin plot showing Fn1 expression levels across cell types in CON and SAP samples (normalized expression). **(G)** Spatial feature plots showing the spatial expression patterns of Fn1, Itga3, and Itgb1 in each Stereo-seq sample.

Network analysis predicted Lgr5+ stem cells as one of the major FN1 senders, with inferred signaling toward enterocytes, SMCs, and neutrophils (**Figure 4E**), and they consistently ranked among the top FN1 signal–emitting populations in both groups (**Supplementary Figure S7B**). In contrast, Paneth cells showed relatively weaker FN1 output in SAP (**Supplementary Figure S7B**), consistent with their reduced abundance observed in both snRNA-seq and spatial analyses (**Figures 1E, G**). 

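CellChat was not run here, and the level of Fn1 itself was compared between classes as the mean CPM over the rats of a group, without TMM scaling. In CON, cluster 8 ranked first of the 21 classes and clusters with 267 ± 87.3 CPM (SD, n = 3), followed by SMC-like nuclei with 218 ± 100. In SAP, SMC-like nuclei ranked first with 585 ± 345 CPM and cluster 8 second with 455 ± 94.9. Neutrophil-like nuclei held rank 3 in both groups, with 121 and 335 CPM. Stem/TA-like nuclei ranked 17 of 21 in both groups, with 15.0 and 22.8 CPM. An Fn1 UMI was found in 39.5% of the nuclei of cluster 8, against 4.20% of T-like nuclei, a class that should lack the gene, at median depths of 1921.5 and 1803.5 UMIs. In cluster 8 the log2 fold change of Fn1 was 0.80 (standard error 0.24, adjusted p = 0.365), and the SAP values lay above all CON values.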

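Paneth-like nuclei held Fn1 at 121 ± 8.26 CPM (SD, n = 3) in CON and 216 ± 63.3 in SAP before TMM scaling, ranks 4 and 5 of 21. After scaling the levels were 192 ± 133 and 273 ± 123 CPM, with overlap between the groups (exact permutation test, p = 0.5), and the log2 fold change was 0.45 (standard error 0.54, adjusted p = 0.998). Over the alternatives tried it ranged from 0.09 to 1.18. Paneth-like nuclei summed together with cluster 8 gave no call for Fn1 either.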

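Over all epithelial nuclei of a rat, Fn1 stood at 40.9 ± 24.1 CPM (SD, n = 3) in CON and 38.4 ± 23.2 in SAP, a log2 fold change of −0.10 (standard error 0.54, adjusted p = 0.958). The integrin subunit gene Itga3 stood at 181 ± 11.3 and 337 ± 178 CPM, with every SAP rat above every CON rat (exact permutation test, p = 0.1; log2 fold change 0.89, standard error 0.36, adjusted p = 0.425), and its SAP values were 269, 539 and 203 CPM. Itgb1, which encodes the other chain of that integrin, stood at 168 ± 47.4 and 192 ± 16.4 CPM (log2 fold change 0.19, standard error 0.24, adjusted p = 0.790). Within classes, Fn1 was higher in SAP in 7 of the 7 epithelial classes and clusters where it could be tested, with log2 fold changes from 0.10 to 1.18. Itga3 was higher in 9 of 9, from 0.10 to 0.87, and Itgb1 in 7 of 9, from −0.18 to 0.43. The groups did not overlap in 1, 3 and 2 of these, respectively. In stem/TA-like nuclei the log2 fold change of Fn1 was 0.57 (adjusted p = 0.789). In SMC-like nuclei it was 1.45 (standard error 0.52, adjusted p = 0.312). In the immune and stromal classes where it could be tested, Fn1 was higher in 3 of 5 and lower in 2, with log2 fold changes from −0.26 to 1.45 and overlap in each. Itga3 and Itgb1 were higher in 8 of 8 such classes. None of the tests of these genes per class passed the threshold, except that with every gene tested Fn1 in SMC-like nuclei (adjusted p = 0.00221) and Itga3 in cluster 2 (adjusted p = 0.0499) did.

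**Figure D4:**
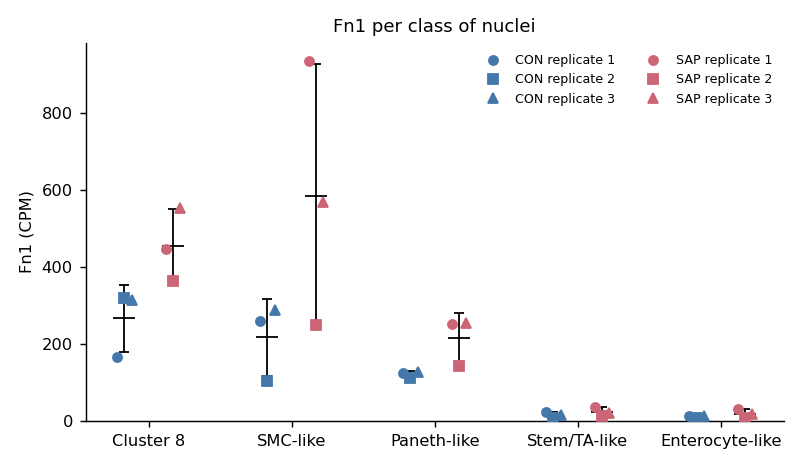
Fn1 level (CPM, y axis) in 5 classes and clusters of each library, with CON in blue and SAP in red, 1 symbol per replicate number, and lines and bars at the mean and SD of 3 rats. Means in cluster 8 are 267 CPM in CON and 455 CPM in SAP, and in enterocyte-like nuclei 10.4 and 19.1 CPM.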

Fn1, Itga3, and Itgb1 showed overall higher expression in SAP across stem and epithelial compartments, corroborated by spatial transcriptomic data (**Figures 4F, G**, **Supplementary Figure S7C**). These findings suggest that SAP-induced intestinal injury involves augmented ECM-mediated signaling, collectively outlining a stem cell–FN1–epithelial/SMC signaling axis in SAP.

### 3.4 Hmga2/Myb regulon activity is suppressed in intestinal stem cells during SAP and is associated with altered regenerative programs

SCENIC analysis identified cell type–specific regulons, with Hmga2 and Myb emerging as prominent candidate regulators of stem cell fate (**Figures 5A, B**, **Supplementary Figure S8A**). Both regulon activity (AUC scores) and expression were reduced, particularly in SAP stem cell populations (**Figures 5C–F**, **Supplementary Figures S8B–E**). 

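SCENIC was not run here, and expression alone was compared. In stem/TA-like nuclei Hmga2 stood at 423 ± 39.0 CPM (SD, n = 3) in CON and 279 ± 98.7 in SAP, with every SAP rat below every CON rat (exact permutation test, p = 0.1; log2 fold change −0.60, standard error 0.28, adjusted p = 0.660). Myb stood at 513 ± 28.9 and 307 ± 93.1 CPM, also without overlap (exact permutation test, p = 0.1; log2 fold change −0.74, standard error 0.25, adjusted p = 0.627). Over the alternatives tried the log2 fold change ranged from −0.83 to −0.35 for Hmga2 and from −0.91 to −0.44 for Myb, with adjusted p-values from 0.305 to 0.966 and from 0.259 to 0.966. In cluster 8 the log2 fold changes were −1.13 for Hmga2 (standard error 0.37, adjusted p = 0.397) and −0.23 for Myb (standard error 0.26, adjusted p = 0.854). Over all epithelial nuclei they were −1.07 and −1.17, with adjusted p-values of 0.401 and 0.397. Both genes were lower in SAP in 9 of 9 epithelial classes and clusters, with log2 fold changes from −1.43 to −0.48 for Hmga2 and from −1.66 to −0.20 for Myb. In immune and stromal classes, Hmga2 was lower in 8 of 8, from −1.81 to −0.37, and Myb in 7 of 7, from −1.35 to −0.88. In CON, Hmga2 stood at 235 CPM and Myb at 233 CPM over all nuclei outside the epithelium, against 243 and 287 CPM over all epithelial nuclei. In each of the 6 libraries both genes were higher in stem/TA-like nuclei than outside the epithelium, with the smallest ratio at 390 against 314 CPM for Hmga2 in CON replicate 2. Free RNA shared alike by all nuclei of a library therefore does not account for the whole level in stem/TA-like nuclei. Outside the epithelium the mean changed by −143 CPM for Hmga2 and −127 CPM for Myb in SAP, and how much of the change in stem/TA-like nuclei is their own was left open.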

Spatial transcriptomics confirmed widespread downregulation of Hmga2/Myb expression (**Figure 5G**, **Supplementary Figure S8F**). Regulatory network reconstruction showed enrichment of target genes in cell cycle and proliferation pathways (**Figures 5H, I**, **Supplementary Figures S8G, H**).

**Figure 5:**
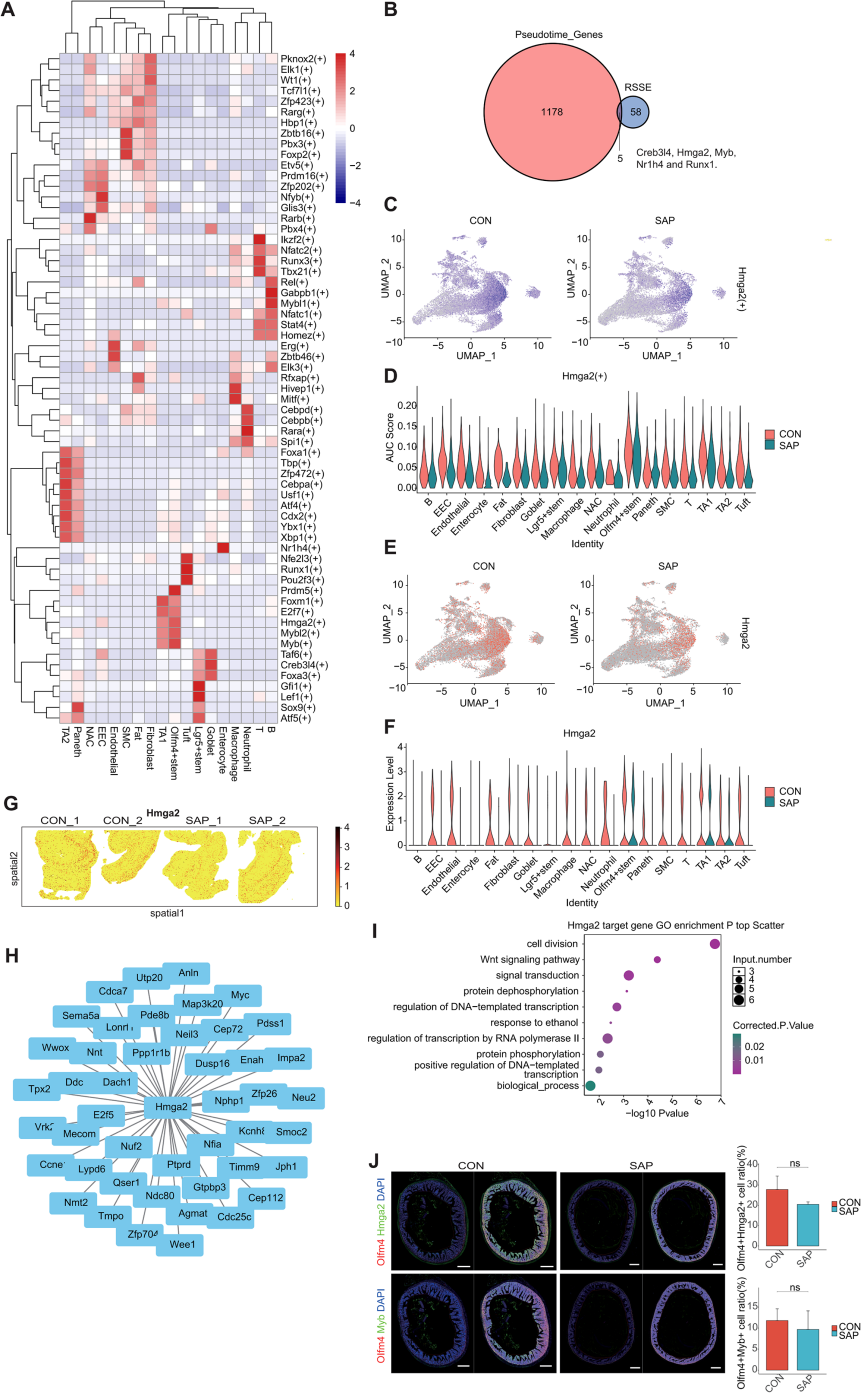
Transcription factor regulon analysis of different cell types. **(A)** Heatmap plot showing cell-type–specific transcription factor regulons in different cell types. Regulons were defined by the SCENIC workflow as a transcription factor and its motif-validated target genes. Cell-type specificity was quantified by the Regulon Specificity Score (RSS). Heatmap colors represent z-scored RSS values across cell types; higher values indicate stronger cell-type–specific regulon activity. **(B)** Venn diagram showing the overlap between the pseudotime-dependent genes and the cell type specific regulons. **(C)** UMAP plot depicting the activation level of transcription regulon Hmga2(+) in different groups. **(D)** Violin plots depict the activation level of transcription regulon Hmga2(+) of each cell type in different groups. **(E)** UMAP plot showing the expression levels of Hmga2 gene in different groups. **(F)** Violin plot showing the expression levels of Hmga2 gene of each cell type in different groups. **(G)** Spatial visualization of the expression levels of Hmga2 gene in each sample. **(H)** Network of transcription regulon Hmga2(+). **(I)** Bubble plot showing the most enriched GO biological process terms of the target genes of transcription factor Hmga2 predicted by pySCENIC. **(J)** Representative immunofluorescence staining showing reduced expression of Hmga2 and Myb in Olfm4^+^ stem cells. Scale bars, 500 μm. Quantification was performed on 6 fields of view per group, derived from 3 independent animals per group. Data are presented as mean ± SEM.

Immunofluorescence with quantitative image analysis showed a decreasing trend in the proportions of Olfm4^+^ and Lgr5^+^ intestinal stem cells co-expressing Hmga2 or Myb in SAP compared with controls, although these differences did not reach statistical significance (**Figure 5J**, **Supplementary Figure S8I**). Collectively, these results implicate an Hmga2/Myb-associated regulon program that is attenuated in SAP, which may potentially contribute to reduced proliferative- and differentiation-associated regulatory activity in intestinal stem cells during injury.

## 4 Discussion

This study integrates single-nucleus RNA sequencing and Stereo-seq spatial transcriptomics to define how SAP reshapes the ileal mucosa at the levels of cellular composition, spatial organization, differentiation dynamics, and intercellular communication. Beyond recapitulating the concept that SAP disrupts epithelial homeostasis, our data add two key advances: first, they place epithelial and stromal remodeling into a spatial framework, and second, they nominate a coherent extracellular-matrix–centered signaling program—dominated by FN1—and a stem-cell–linked transcriptional program involving Hmga2/Myb as candidate regulators of impaired regeneration.

A major observation across modalities is that SAP skews the epithelial compartment toward a more enterocyte-dominant state while compromising the secretory/stem–progenitor axis. In the snRNA-seq data, Lgr5^+^/Olfm4^+^ stem cells, TA populations, goblet cells, and Paneth cells show consistent downward trends with a reciprocal increase in enterocytes, although most proportion changes do not reach statistical significance at the animal level, underscoring the variability expected in n=3 per group designs. Importantly, the spatial dataset independently supports a reduction in Paneth cells together with broader remodeling of epithelial programs. Functionally, epithelial subsets adopt an inflammatory/immune-interacting transcriptional phenotype, with increased expression of antigen presentation–associated genes (e.g., Cd74) and decreased expression of mucosal defense effectors (e.g., Defa family and other antimicrobial/barrier-related transcripts). Such “immune-like epithelialization” is consistent with the concept that intestinal barrier failure in SAP is accompanied by epithelial rewiring toward host defense and inflammatory signaling, a central theme in SAP–gut pathophysiology (36).

The spatial layer of our analysis clarifies that SAP is not simply a global shift in cell states, but a reorganization of local neighborhoods that likely correspond to disrupted crypt–villus microenvironments (37). Neighborhood enrichment analysis shows SAP-associated changes in the proximity structure among epithelial, immune, and stromal compartments, including strengthened local relationships involving the crypt niche (e.g., enrichment of Olfm4^+^ stem–Paneth and Paneth–SMC pairs) and weakened enrichment for several enterocyte-centered relationships. These patterns align with the idea that epithelial function is constrained by spatially defined cues—oxygen and nutrient gradients, extracellular matrix architecture, stromal scaffolding, and immune cell positioning—which collectively govern crypt maintenance and villus maturation. In this context, the spatially structured transcriptional programs identified by SPARK-X (and their enrichment in defense- and inflammation-related processes) provide quantitative support that SAP produces regionally organized injury programs rather than diffuse, spatially random changes.

Our pseudotime analysis further suggests that SAP remodels the epithelial differentiation continuum, with relative depletion of early stem/TA-enriched states and expansion of later enterocyte-dominant states. Biologically, this pattern is consistent with a stress-response mode in which progenitor reserves are consumed or suppressed while mature epithelial states expand, potentially reflecting compensatory differentiation and/or failure to sustain self-renewal. Notably, intestinal epithelial systems are known to retain bidirectional plasticity under stress, including dedifferentiation and reserve stem activation, but the balance of these processes is highly context- and niche-dependent (38). Here, the convergence of pseudotime shifts with spatial neighborhood remodeling supports a model in which SAP perturbs the crypt niche environment in ways that disfavour maintenance of early progenitor programs and bias the tissue toward terminal epithelial states.

A distinctive spatial finding in our dataset is the pronounced increase in “fat cell” signatures in SAP Stereo-seq samples. This observation is biologically plausible in the SAP setting and merits explicit interpretation. Visceral adipose depots—particularly mesenteric adipose tissue (MAT), which anatomically bridges the pancreas and intestine—are increasingly recognized as active participants in SAP severity and secondary intestinal injury. In rat SAP models, MAT inflammation correlates with disease severity and intestinal injury, and mechanistic work supports the concept that pancreatitis triggers strong inflammatory responses in mesenteric adipose sites in a lipase-dependent manner (39). More recently, MAT immune components have been implicated in intestinal damage during SAP, including MAT B lymphocytes promoting enteric injury through pyroptosis-related mechanisms (40). Therefore, the enrichment of fat-associated spatial signals in SAP may reflect a genuine expansion/activation of adipose-associated niches at the serosal/mesenteric interface rather than a trivial technical artifact. At the same time, we recognize that spatial capture can be sensitive to sampling depth and section orientation; we mitigated this by trimming attached mesenteric fat, avoiding visible Peyer’s patches, and applying the same dissection workflow across groups. In this framework, the spatial “fat cell” increase is best interpreted as a pathology-relevant feature of SAP that highlights the intestine–mesentery axis as a component of mucosal injury, and it provides a clear direction for follow-up: integrating histology/IF markers of adipocytes and MAT immune infiltration, and correlating adipose-proximal regions with epithelial inflammatory programs.

Intercellular communication analysis nominates FN1 signaling as a prominent pathway differentiating SAP from controls and places stem and stromal compartments into an ECM-centered network. FN1 is a key extracellular matrix component that signals through integrins to regulate adhesion, migration, survival, and proliferation, and integrin–FN1 coupling can engage canonical pathways such as FAK and PI3K/AKT in diverse contexts. In our CellChat results, Lgr5^+^ stem cells emerge as major predicted FN1 senders with inferred signaling to enterocytes and SMCs, supported by increased expression of Fn1 and integrin components in SAP across relevant compartments and corroborated by spatial expression patterns. While these data do not establish causality, they provide a coherent descriptive axis—stem cell–FN1–epithelial/SMC connectivity—consistent with a model in which ECM remodeling and altered adhesion/interaction landscapes accompany SAP injury (41, 42). Importantly, the neighborhood enrichment results add an orthogonal spatial layer by quantifying changes in local proximity among niche-associated populations, strengthening the interpretation that SAP modifies the physical/organizational substrate on which such ligand–receptor programs operate.

SCENIC analysis further implicates suppression of Hmga2/Myb regulon activity in stem cell populations in SAP. Hmga2 is a chromatin-associated architectural factor linked to stem cell self-renewal and regenerative capacity under stress, including classical evidence in somatic stem cell systems (43) and additional evidence that HMGA2-linked programs support self-renewal in stem/progenitor contexts. In parallel, Myb-associated transcriptional programs are tightly connected to proliferation and lineage regulation in progenitor contexts. In our data, reduced Hmga2/Myb activity aligns with decreased expression of proliferation/cell-cycle–related targets and with immunofluorescence evidence showing reduced proportions of Hmga2/Myb-positive stem cells in SAP (noting that some comparisons show trends that do not reach statistical significance). Together, these findings are consistent with the hypothesis that SAP suppresses a regenerative transcriptional module in the crypt stem compartment while the mucosa shifts toward terminal differentiation states.

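Regulon targets were not analysed here, and lists of S phase and G2M genes fixed in advance were tested instead. Over all epithelial nuclei 52 of 52 G2M genes were lower in SAP, with a median log2 fold change of −1.22. The groups did not overlap for 29 (55.8%), where chance gives 10% for 1 gene. The genes were read in the same 6 rats and are not independent, so that share cannot be weighed against that rate. For S phase 41 of 42 were lower, with a median of −0.78. The adjusted p of camera was 1.14e-26 for G2M and 4.95e-12 for S phase, and that of fry 0.206 and 0.221. Within stem/TA-like nuclei 50 of 52 G2M genes were lower, with a median of −0.78, and 21 (40.4%) were without overlap. For S phase 37 of 42 were lower there, with a median of −0.36, and 14 were without overlap. In that class camera gave adjusted p = 1.14e-21 for G2M and 3.87e-07 for S phase, and fry 0.330 for G2M. No G2M gene passed in that class when adjusted over the list alone, and 11 had an unadjusted p under 0.05.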

The present study also informs how our SAP model complements and extends prior single-cell studies of AP-associated intestinal injury. Prior AP intestinal atlases have highlighted early immune triggers—most notably mast cell activation and mast cell–derived CCL5 as a driver of barrier dysfunction in early time windows (20). In our 24-hour SAP time point and snRNA-seq workflow, mast cells are not recovered as a major distinct cluster, suggesting that mast cell signals may be temporally restricted to earlier phases, below detection due to low abundance, or less efficiently captured by nuclear profiling relative to whole-cell approaches. By contrast, our dataset emphasizes later-stage epithelial–stromal remodeling, ECM/FN1-centric communication, and niche-associated transcriptional suppression in stem compartments, thereby complementing early-phase immune-trigger models and highlighting time-dependent mechanisms across the AP/SAP trajectory. In addition, intestinal fibroblasts—recognized as diverse and functionally important orchestrators of epithelial homeostasis, ECM organization, and repair responses (12)—appear as a defined stromal population in our snRNA-seq landscape. 

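No cluster was named after mast cells from their markers Cpa3, Ms4a2, Fcer1a, Tpsab1, Hdc, Mcpt2 and Kit. In the T-like cluster the mean log2 ratio of these markers was 1.03, second to 2.56 for those of T cells. Whether that class holds mast cell nuclei was left open. UMIs of at least 2 of these markers were found in 171 of 40970 nuclei (0.417%), and of at least 3 in 39. By library there were 76, 4 and 27 in CON and 1, 5 and 58 in SAP. T-like nuclei held 37 of them (1.49%), against 14 of 8375 enterocyte-like nuclei (0.167%), a class that should lack these markers, at median depths of 1803.5 and 1908 UMIs. Cluster 10 held 31 (2.83%) at a median depth of 2540 UMIs. Cpa3 was detected in 71 nuclei and Ms4a2 in 54, while Kit, which other cells also express, was detected in 2860.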

Although fibroblast-centered mechanistic claims are not the focus of our current results, the prominent ECM remodeling signals and the FN1/integrin axis naturally motivate deeper dissection of fibroblast–SMC–epithelial crosstalk in future studies, ideally with targeted spatial annotation of stromal subtypes and validation of ECM deposition and stiffness-associated programs.

Several limitations should be considered when interpreting these findings. The number of animals is modest (snRNA-seq n=3 per group; Stereo-seq n=2 per group), which is common in high-dimensional single-cell/spatial studies but constrains power for sample-level proportion testing and increases sensitivity to inter-animal variability. We mitigated this by applying stringent QC and integration, using sample-level compositional inference (propeller) and pseudobulk DESeq2 to reduce pseudoreplication, and validating key biological features with orthogonal assays (histology, ELISA, qPCR/Western blot, and immunofluorescence). Second, snRNA-seq may underrepresent cytoplasmic transcripts and introduces modality-specific biases compared with whole-cell approaches. Third, pseudotime, ligand–receptor inference, and regulon activity are correlative; functional perturbation of FN1/integrin signaling or restoration of Hmga2/Myb programs will be required to establish causality. Finally, the sodium taurocholate-induced rat model captures core features of SAP but cannot fully recapitulate the heterogeneity of human disease. Because ileal biopsies from unstable SAP patients are rarely feasible outside limited clinical contexts, direct human single-cell/spatial validation remains challenging. Accordingly, this work should be viewed as mechanistic and hypothesis-generating, providing a spatially informed cellular framework. Future directions include ethically feasible acquisition of human intestinal materials, patient-derived ileal organoids, and spatially explicit trajectory inference methods to map differentiation states back onto crypt–villus regions and to test whether the stem-cell depletion, FN1-centered communication, and Hmga2/Myb suppression identified here generalize to human SAP.

## 5 Conclusion

In summary, by integrating single-nucleus and spatial transcriptomics, this study constructs a multi-dimensional atlas of SAP-associated ileal injury. We identify a consistent shift of epithelial programs toward immune interaction and reduced mucosal defense, accompanied by a redistribution of epithelial states along a stem/TA-to-enterocyte continuum and by quantitative remodeling of spatial neighborhood architecture. Spatial profiling further highlights significant depletion of Paneth cells and enrichment of fat-cell–associated signals, pointing to a potential intestine–mesentery axis in SAP. At the intercellular communication level, FN1-ranked ECM signaling emerges as a prominent pathway differentiating SAP from controls, while SCENIC nominates attenuated Hmga2/Myb regulon activity as a stem-cell–linked transcriptional feature associated with impaired regenerative programs. Together, these findings refine the spatial and cellular understanding of intestinal barrier failure in SAP and provide testable hypotheses implicating ECM/FN1 signaling and Hmga2/Myb-associated regulatory programs as candidate targets for future barrier-preserving strategies.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE317063.

How the deposited data were processed for this re-analysis (not part of the article)

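Nuclei of the ileum of 3 CON and 3 SAP rats were measured in 6 libraries, 1 per rat. The authors counted UMIs per gene and barcode with dnbc4tools and deposited these count tables without normalization, and they hold whole numbers only. The Stereo-seq, protein, imaging and quantitative PCR measurements were not analysed here. The symbols Uty and Xist were read as a check of sex, with Uty at 156 to 330 CPM and Xist at 0.839 to 3.07 CPM over the libraries. The count tables hold 28282 gene symbols in all, and 24591 were detected in at least 10 passing nuclei.

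Quality control followed the thresholds of the paper's methods, at least 1200 UMIs, 500 genes and at most 5% mitochondrial UMIs. Mitochondrial percentages of the nuclei listed in the part of Supplementary Table S1 that was read differed from those computed here by no more than 4.99e-10. The paper's text names no removal of doublets, so nuclei marked as doublets were kept and their removal was an alternative. Scrublet's automatic threshold marked 0% of every library, so the 5% with the highest scores per library were marked, 2048 nuclei in all. Of the 105 passing nuclei that the read part of Supplementary Table S1 leaves out, 15 were marked, as were 93 of the 1999 listed.

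Counts were log-normalized with scanpy 1.11.5 under Python 3.11.15, with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. Left out of 2000 variable genes were alpha-defensins, MHC and Reg3 genes, mitochondrial genes and the genes the paper names other than Lgr5 and Olfm4. Harmony was re-implemented in numpy, since the package was not installed, and run on 30 principal components. Leiden clustering (leidenalg 0.10.2) used 20 neighbours and a resolution of 0.8. A cluster was named when the mean log2 ratio of a class's markers was at least 0.5, led that of the next class by at least 0.8, and at least 3 of its markers were detected. The marker lists were fixed before the data were examined, and these limits were set after the clusters were seen. The lead was first 0.5, which named cluster 8 Paneth-like and changed no other name at this resolution, and it was raised to 0.8 after that name was seen, to keep cluster 8 apart for its stem cell markers. The raised limit changes what the Paneth-like class holds, and results with cluster 8 counted in that class are given as an alternative. Stem and TA were joined into 1 class where their scores lay within that lead, and so were endothelial and lymphatic endothelial. Unnamed clusters were counted as epithelial or other by the named cluster with the closest expression, and 5 of 24 clusters were unnamed, with 21.0% of CON and 23.6% of SAP nuclei on average.

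Shares of nuclei were compared with limma 3.58.1 under R 4.3.3 on logit-transformed shares with an offset of 0.5 nuclei, the approach of propeller, which was not installed. Expression was compared with edgeR 4.0.16 (filterByExpr, TMM, robust quasi-likelihood fit) on counts summed per library and class, with the rat as the unit, and with DESeq2 1.42.0 as an alternative. A class was tested where every library had at least 10 nuclei of it. Gene lists were tested with camera at a preset correlation of 0.01, and with fry and camera with an estimated correlation as alternatives. The lists were stemness, antimicrobial defence, alpha-defensins, MHC class I, MHC class II, inflammation, ECM, S phase and G2M. Over all epithelial nuclei the results that are given at no claim were stemness, with 18 of 19 genes lower (camera, adjusted p = 1.04e-08), and ECM, with 36 of 46 higher (camera, adjusted p = 0.00298). Over all nuclei they were alpha-defensins, with 5 of 5 lower (camera, adjusted p = 0.485), MHC class I, with 26 of 34 higher (camera, adjusted p = 1.11e-07), MHC class II, with 11 of 11 higher (camera, adjusted p = 1.47e-09), S phase, with 40 of 42 lower (camera, adjusted p = 5.37e-13), and G2M, with 52 of 52 lower (camera, adjusted p = 4.17e-32). Diffusion pseudotime was computed with scanpy on epithelial nuclei thinned to 1200 UMIs. Monocle2, CellChat and SCENIC were not run.

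The genes named for a change between SAP and CON are every gene the paper's text names for these data, 16 in all. The rule adds up to 5 genes per direction that passed the threshold without overlap in the fits over all nuclei and all epithelial nuclei. No gene of those fits passed, so this added none. Genes named for a change outside that rule are marked in the text as chosen after their values were seen. Markers of cell classes, mast cells and sex are named for their level and do not fall under the rule.

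CON and SAP libraries of the same replicate number were checked for pairing, by correlating over genes the log2 CPM of each library less the mean of its group. Over all nuclei the correlations were 0.682, 0.219 and 0.281 for libraries of the same number and from −0.554 to 0.0964 for other pairs, and over all epithelial nuclei they were 0.658, 0.0940 and 0.119 against −0.538 to 0.260. The paper's text states no pairing, so replicate number entered as a block only in an alternative.

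The tests were tried on simulated data with the mean of the real counts, the trend of their dispersion, and 200 genes changed by a log2 fold change of 2. Each gene was drawn alone from that trend, so neither correlation between genes nor a gene's own dispersion was simulated. edgeR called 99 of the 200 over all nuclei, 141 over all epithelial nuclei, 159 in stem/TA-like, 157 in enterocyte-like, 183 in tuft-like and 122 in Paneth-like nuclei, none in the wrong direction, and from 4 to 7 unchanged genes. DESeq2 called 127, 149, 159, 157, 172 and 146, with from 5 to 38 unchanged genes. A list of 30 genes moved by a log2 fold change of 1 was found in the right direction in all 3 fits by camera, by camera with an estimated correlation and by fry. Of 100 unchanged lists per fit, camera gave 3, 0 and 2 an unadjusted p under 0.05, camera with an estimated correlation 0 in each, and fry 4, 6 and 6. Since simulated genes were independent, these counts cannot tell how often camera errs where genes are correlated. With the real counts, every other split of the libraries gave camera calls. The test of a difference between effects called 70 of 200 changed genes, none in the wrong direction, and 1 unchanged gene.

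The alternatives covered the test, the normalization, the filter on low counts, the threshold on UMIs, doublets, a replicate block, the resolution and the integration of the clustering, the variable genes, the transform and the denominator of shares, the construction of pseudotime, the set test and the omission of each library in turn. A depth class as a covariate, which separates the pair of libraries with barcodes under 1000 UMIs from the others, was added after the data were seen. Also added then were RLE size factors and the blocked fry test for the gene lists, sums of cluster 8 with stem/TA-like or with Paneth-like nuclei and of cluster 2 with enterocyte-like nuclei, and epithelial counts from named clusters only.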

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

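All tests of explanations for St8sia6 were chosen after the result was seen.

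The log2 fold change of St8sia6 between SAP and CON was 2.06 higher in nuclei other than epithelial than in epithelial nuclei (standard error 0.22, adjusted p = 0.00361, from an interaction test with edgeR on 18896 genes). It drew attention because it was the 1 gene with an adjusted p under 0.05 in that test, while 1026 had an unadjusted p under 0.05. Scaled by the library total alone, St8sia6 in epithelial nuclei stood at 186, 329 and 322 CPM in the CON rats and at 4.75, 1.05 and 7.31 CPM in the SAP rats, from 23, 13 and 84 UMIs. In other nuclei it stood at 201, 334 and 272 CPM in CON and at 18.4, 5.53 and 24.9 CPM in SAP. Without macrophage-like nuclei the SAP levels in other nuclei were 13.3, 5.14 and 19.6 CPM. Of the 10 splits of the 6 libraries into equal groups, 2 gave at least as many genes whose effect differed, and the split of CON replicates 1 and 2 and SAP replicate 1 from the rest gave 454. Among the 4 splits that part the libraries of every replicate number, the real split alone gave as many.

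Free RNA shared by all nuclei of a library would give all classes a like level, and in 2 of the 3 SAP libraries the lower 95% limit of the macrophage-like level lay above the upper limit of the epithelial level, which argues against free RNA as the whole cause of the difference. Macrophage-like nuclei stood at 133 CPM (95% exact interval 36.3 to 341, 4 UMIs), 12.8 CPM (1.55 to 46.3, 2 UMIs) and 120 CPM (89.3 to 158, 51 UMIs) in the SAP rats and at 219, 320 and 389 CPM in the CON rats. Reads of other St8sia genes that are counted as St8sia6 would leave it in a fixed ratio to those genes. In the SAP libraries that ratio in other nuclei was 1.30, 1.29 and 0.992 times the ratio in epithelial nuclei (median 1.29), and each 95% exact interval held 1, so the difference between other and epithelial nuclei is consistent with shared reads. In macrophage-like nuclei the ratio lay above that of epithelial nuclei, beyond the interval, in 2 of the 3 SAP libraries (14.3, 2.92 and 3.78 times), which argues against shared reads for what was left in that class.

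The fall itself was seen in nearly every class, with all SAP values below all CON values in 20 of 21 classes and clusters and a lower mean in 21. A strain variant of the SAP rats that hides the transcript from counting or lowers it remains a candidate explanation. It cannot be told apart from an effect of SAP, since each rat belongs to 1 group, the 20 classes are of the same 3 SAP rats and the files hold no genotype. A lost stretch of chromosome around the gene would lower its neighbours too, and 0 of the 8 genes read on both sides had all SAP values below all CON values, while 6 had a higher mean in SAP. Since the strain variant stays open, an effect of SAP on the gene may be proposed only as untested. The paper's text does not name this gene.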

How the results depend on the processing

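The alternatives that add a depth class as a covariate, RLE size factors or the blocked fry test for gene lists, named epithelial clusters only, or sums of cluster 8 or cluster 2 with another class were chosen after the data were seen, and all others before the data were examined. Each alternative that had been set was run. Unnamed clusters were not matched to those at other resolutions or with no integration, although cluster 8 has a counterpart with the same 10 top genes at resolution 1.2 and with no integration, so those alternatives give no value for them. At resolution 1.2 there were 13 classes to test, at resolution 0.4 there were 11, and at least 2000 UMIs left 10. Over all results, 718 of 919 values under an alternative were counted as unchanged. For tests this means the same direction and side of the threshold, and for counts a value within 1.5 times the main one. For shares along pseudotime it means the same direction and a change within the larger SD of the groups, even where the groups came to overlap. Unless a cause is given, the cause of a change was not tested.

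Among single results, a limit of 2000 UMIs left 15768 nuclei, by construction fewer than the limit of 1200 does, and at least 3 mast cell markers left 39 nuclei. The share of nuclei had 0 classes past the threshold under all 18 alternatives, with the difference for stem/TA-like nuclei from −29.4 to −11.4 percentage points. With no integration the enterocyte-like difference was −3.23 percentage points, the reverse of 14.3. The class was made up differently there, without unnamed clusters of 3350 and 2245 nuclei that were closest to enterocyte-like ones. The difference for Paneth-like nuclei went from −1.83 to 0.198 across the 6 fits that each left out 1 library, and was positive only without CON replicate 1, although the share was lower in SAP in each pair of the same replicate number. With cluster 8 counted as Paneth-like, as under the first limit on the lead of a class, it was −3.44 percentage points and the groups no longer overlapped (exact permutation test, p = 0.1; limma, adjusted p = 0.734). In SAP replicate 1, 3189 nuclei limit the precision of every class, and Paneth-like nuclei numbered 657 over all libraries.

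DESeq2 called 659 genes over the classes against 13 with edgeR, 214 over all nuclei and 301 over all epithelial nuclei, against 0 in each. By class it called 52 genes in enterocyte-like, 15 in enteroendocrine-like, 16 in fibroblast-like, 42 in goblet-like, 6 in NAC-like, 18 in Paneth-like, 153 in SMC-like, 91 in stem/TA-like, 28 in T-like and 40 in tuft-like nuclei, and 10, 147, 13 and 26 in clusters 10, 2, 6 and 8. With no filter beyond 1 count, 2131 genes were called, 1 over all epithelial nuclei. The numbers were 17 in B-like, 13 in endothelial-like, 20 in enterocyte-like, 91 in enteroendocrine-like, 69 in fibroblast-like, 289 in goblet-like, 13 in macrophage-like, 11 in NAC-like, 25 in Paneth-like, 347 in SMC-like, 14 in stem/TA-like, 161 in T-like and 161 in tuft-like nuclei, and 67, 547, 80 and 206 in clusters 10, 2, 6 and 8. In the same setting 2 of the tests of Fn1, Itga3 and Itgb1 per class passed, against 0.

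With the replicate block, 114 genes were called, with 2 in enteroendocrine-like, 1 in fibroblast-like, 16 in SMC-like and 0 in stem/TA-like nuclei, and 28 and 60 in clusters 10 and 8. With a depth class as a covariate 6 genes were called, and 0 in endothelial-like, Paneth-like, SMC-like and stem/TA-like nuclei and in clusters 2 and 8. RLE size factors gave 13 in total, with 1 in fibroblast-like and 0 in Paneth-like nuclei. Without doublets there were 16, with 1 in fibroblast-like nuclei and 4 in cluster 8. At resolution 1.2 there was 1 in fibroblast-like and 0 in SMC-like nuclei, and at resolution 0.4 there was 1 in NAC-like and 0 in stem/TA-like nuclei. With at least 2000 UMIs there were 18 in the classes that could be tested, with 0 in Paneth-like nuclei, 13 in SMC-like nuclei and 0 in cluster 8.

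Across the 6 fits that each left out 1 library, the total went from 3, without SAP replicate 1, to 260, without SAP replicate 3, and was 144 without CON replicate 3 and 35 without SAP replicate 2. Over all nuclei, over all epithelial nuclei, and in B-like, enterocyte-like, fibroblast-like, macrophage-like, NAC-like, stem/TA-like and T-like nuclei it went from 0 to 1. Without CON replicate 3 there were 72 in SMC-like nuclei (range 0 to 72), 14 in enteroendocrine-like (1 to 14), 9 in goblet-like (0 to 9), 24 in cluster 10 (0 to 24) and 7 in cluster 6 (0 to 7). Without SAP replicate 3 there were 102 in tuft-like nuclei (0 to 102), 114 in cluster 2 (0 to 114) and 9 in cluster 8 (0 to 9). Paneth-like nuclei had 7 without CON replicate 2 (0 to 7) and endothelial-like nuclei 3 without SAP replicate 2 (0 to 3). In stem/TA-like nuclei a gene was called only without SAP replicate 2. The log2 fold change of Defa24 over all epithelial nuclei went from −3.36, without SAP replicate 1, to 1.79, without CON replicate 1.

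Hmga2 and Myb in stem/TA-like nuclei stayed lower and short of the threshold under each of 16 alternatives. With pseudotime divided into 4 parts the late difference was 7.26 percentage points and the groups overlapped. An order by marker expression gave differences of −26.6 percentage points for early and 30.0 for late pseudotime, and no integration gave 26.2 for late. At full depth 5 of the 21 tests along pseudotime were without overlap, against 8.

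Of 14 calls of gene lists with camera, fry kept 1 and camera with an estimated correlation 1, and with the replicate block fry kept 0. In that order the adjusted p-values were 0.223, 0.236 and 0.218 for stemness, 0.0803, 0.0632 and 0.116 for inflammation and 0.729, 0.724 and 0.238 for ECM over all nuclei, and 0.221, 0.313 and 0.228 for stemness and 0.472, 0.498 and 0.154 for ECM over all epithelial nuclei. Inflammation in epithelial nuclei went to 0.150 with fry and the replicate block. With that block alpha-defensins over all nuclei were called lower by camera (adjusted p = 0.00420) and not by fry (adjusted p = 0.218). With it the antimicrobial list over all nuclei was lower in SAP, the reverse of the fit without it (camera, adjusted p = 0.0730; fry, adjusted p = 0.116), and over all epithelial nuclei camera called it (adjusted p = 0.00820).

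With 1 library left out, adjusted p-values of camera over all nuclei went from 0.000938 to 0.463 for antimicrobial genes, from 0.000666 to 0.920 for alpha-defensins and from 6.15e-08 to 0.718 for ECM. Over all epithelial nuclei they went from 0.00158 to 0.688, from 0.00537 to 0.930 and from 3.00e-07 to 0.683. Over all nuclei the antimicrobial list was lower without CON replicate 2 or 3 or SAP replicate 1, and alpha-defensins were higher without CON replicate 1 or SAP replicate 3. Over all epithelial nuclei the antimicrobial list was higher without CON replicate 1, SAP replicate 2 or SAP replicate 3, and alpha-defensins were higher without CON replicate 1. The ECM call was lost over all nuclei without CON replicate 2, SAP replicate 1 or SAP replicate 3, and over all epithelial nuclei without CON replicate 2 or SAP replicate 3. Over 44 other results, of single genes, classes or lists, 299 of 334 values stayed as they were, 24 were weaker, 7 stronger and 4 reversed.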

Differences from the paper's values

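The settings named here were set before the data were examined, and the sums of Paneth-like nuclei with cluster 8 and of enterocyte-like nuclei with cluster 2 were chosen after the data were seen.

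The share of enterocytes in CON is about 25% in Fig. 1E, read by eye, and that of enterocyte-like nuclei here was 15.3%. With no integration it was 19.8% and with at least 2000 UMIs 17.8%, each within 1.5 times the paper's value. With epithelial nuclei as the denominator it was 19.3%, but a share of epithelial nuclei alone cannot be set against a share of all nuclei. None of the other alternatives set before the data were examined closed the gap. Enterocyte-like nuclei and cluster 2 together, a sum added after the data were seen, made up 24.6%, which does not differ from the paper's value. Of 362 nuclei listed as enterocytes in the part of Supplementary Table S1 that was read, 103 were in cluster 2. Of 8 shares read from that figure, this was the 1 that differed. The shares of Paneth cells, about 2% in CON and about 1% in SAP in Fig. 1E, read by eye, did not differ from those here only because cluster 8 was kept apart. With cluster 8 counted as Paneth-like, an alternative added after the data were seen, they were 6.31% and 2.86%.

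For the numbers of differentially expressed genes, the paper's methods describe a Wilcoxon test across nuclei, and the values here come from sums per rat, so the unit of the tests is not the same. The paper's Supplementary Data sheet 2 lists 1298 genes for enterocytes against 0 called here, 743 for T cells against 0, 550 for goblet cells against 1, 525 for tuft cells against 1 and 414 for SMCs against 1. It lists 211 for NACs against 0, 180 for fibroblasts against 0, 124 for B cells against 1, 116 for Paneth cells against 1, 109 for macrophages against 0, 95 for EECs against 1 and 20 for endothelial cells against 1. At an unadjusted p under 0.05 there were 1091 genes here in enterocyte-like, 658 in T-like, 140 in NAC-like, 422 in fibroblast-like and 259 in macrophage-like nuclei. With no filter beyond 1 count, 347 genes were called in SMC-like nuclei and 91 in enteroendocrine-like nuclei, within 1.5 times the paper's values. None of the other alternatives set before the data were examined closed the gap for these classes, and none did for the other 10 classes. With DESeq2, which the paper's methods name for sums per animal, the largest number was 153 in SMC-like nuclei.

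The paper's Supplementary Data sheet 3 lists 18 log2 fold changes for 6 genes in goblet cells, tuft cells and macrophages. The paper's methods describe a test across nuclei, and the values here come from sums per rat, so the measures are not the same. Of the 18, 16 had the same sign here. A value was taken to differ if its sign was opposite or the gap exceeded the standard error here, and 5 did. For Defa24 in goblet cells the paper's value is −0.67 and the value here was 0.0122. It was −0.06 with no filter beyond 1 count, −0.51 without CON replicate 2, −0.51 without CON replicate 3, −0.01 without doublets, −0.01 at resolution 0.4 and −0.18 with at least 2000 UMIs, where it no longer differed by that rule. From 0.0122 to −0.01 the value barely moved and only its sign turned, so such alternatives do not explain the gap. For Defa24 in tuft cells the paper's value is −0.25 and the value here was 0.75, and none of the alternatives set before the data were examined closed the gap. For Apoa1 in macrophages the paper's value is 1.01 and the value here was 1.84, and it came within the error without CON replicate 1 (1.61), CON replicate 2 (1.35), SAP replicate 1 (1.76) or SAP replicate 2 (1.19). For Pla2g2a in macrophages the paper's value is −3.02 and the value here was −1.71, and it came within the error with no filter beyond 1 count (-1.97) and without CON replicate 2 (-2.15), CON replicate 3 (-2.12), SAP replicate 1 (-3.47) or SAP replicate 2 (-1.31). Each fit has its own standard error, so a value can come within it without moving closer. Without SAP replicate 2, −1.31 lay farther from −3.02 than −1.71 did. For Defa24 in macrophages the paper's value is −1.93 and the value here was −0.0747, and it came within the error with no filter beyond 1 count (-0.37) and without CON replicate 2 (-0.65), CON replicate 3 (-0.51) or SAP replicate 1 (-2.59).

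The paper states that enterocytes, tuft cells, Paneth cells and SMCs had the largest numbers of differentially expressed genes. Among the 18 identities of the paper's Supplementary Data sheet 2, enterocytes rank 1, tuft cells 5, SMCs 8 and Paneth cells 13, with T cells and goblet cells at ranks 2 and 3. Here Paneth-like nuclei had 99 genes at an unadjusted p under 0.05, the fewest of the 17 classes and clusters tested. The paper states higher Fn1 in SAP across stem and epithelial compartments, and the log2 fold change over all epithelial nuclei was −0.10 here, although it was above 0 in each of the 7 epithelial classes tested. The paper states that Lgr5+ stem cells lay at early pseudotime, while cluster 8, which held 75 of the 78 nuclei listed under that name in the part of the table that was read, had 2.44% of its nuclei in the early part. The paper used Monocle2, and diffusion pseudotime here was rooted in stem/TA-like nuclei, a class without cluster 8. Late there means far from that root, as for tuft-like nuclei, so this difference does not test the paper's order. The paper states mostly lower Defa24 across epithelial lineages, and it was lower in 5 and higher in 4 of 9 epithelial classes and clusters here.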

Other observations

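The tests of Apoa1, of Pla2g2a, Defa24 and Dmbt1, of free RNA in cluster 8 and of G2M genes, and the counts over other splits of the libraries, were chosen after the results were seen. Those of the median over 5 genes, of the number of nuclei, of depth and of doublets in cluster 8 were planned.

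Antimicrobial transcripts were lower and enterocyte transcripts higher in many epithelial classes, and free RNA that is shared by all nuclei of a library may produce such a pattern. The median over Apoa1, Pla2g2a, Defa24, Dmbt1 and Ly6al of the ratio of the log2 fold change in other nuclei to that in epithelial nuclei was 0.862, and this cannot tell free RNA from a change in all cells. For Apoa1 in enterocyte-like nuclei, the highest level in T-like nuclei was 0.451 of that in enterocyte-like nuclei over the 6 libraries, which argues against free RNA for the level in that class. For Pla2g2a, Defa24 and Dmbt1 the lowest such ratio was 0.936, so their levels in enterocyte-like nuclei and the changes in them are consistent with free RNA. A biological change in the cells that make these transcripts stays open.

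The number of genes at an unadjusted p under 0.05 rose with the number of nuclei of a class, with a Spearman correlation of 0.829 over 14 classes and clusters (permutation test, p = 0.000440, adjusted p = 0.00110 over 5 correlations). With 25 nuclei per library and class it was −0.275 (permutation test, p = 0.343, adjusted p = 0.429). The ranking of classes by that number may therefore follow the number of nuclei. For genes called by DESeq2 the correlation with the number of nuclei was 0.684 (permutation test, p = 0.00870, adjusted p = 0.0145), and their number with all nuclei correlated with that at 25 nuclei by 0.194 (permutation test, p = 0.500, adjusted p = 0.500). The paper's numbers in Supplementary Data sheet 2 correlated with the nuclei here by 0.864 over 14 identities of the same name (permutation test, p = 0.000200, adjusted p = 0.00100).

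Fewer stem/TA-like and more enterocyte-like nuclei in SAP could come from a lower depth of nuclei in SAP. Among nuclei with at least 2000 UMIs the stem/TA-like share was still 11.7 percentage points lower in SAP (a difference of −11.7), and enterocyte-like nuclei made up 17.8% and 35.5% without overlap, which argues against depth as the whole cause. Other technical and biological explanations of the shares were not tested.

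Cluster 8 joined high Lgr5 with Paneth cell markers, and doublets of stem and Paneth nuclei might do so. Such doublets hold less Habp2 than Paneth nuclei do, but the level in cluster 8 was at least 1.51 times that in Paneth-like nuclei in each of the 6 libraries. Of its nuclei 9.31% were marked as doublets, against 5.00% overall and 10.2% of Paneth-like nuclei, and its median UMIs lay below those of Paneth-like nuclei in all libraries but CON replicate 2. Free RNA of Paneth cells would reach stem/TA-like nuclei as well, and Habp2 in cluster 8 was at least 21.2 times its level there. Both explanations are argued against, and a cell state with Lgr5 and Paneth cell markers is a hypothesis that was found and tested on the same data. It does not extend to the stem cell marker Olfm4, with a mean of 196 CPM in cluster 8 against 554 CPM in stem/TA-like nuclei.

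Lower G2M transcripts in SAP may follow from the lower share of stem/TA-like nuclei alone. Within stem/TA-like nuclei the unadjusted value of fry for the G2M list was 0.110 (limma, adjusted p = 0.330), so a lower share cannot be told apart from a change within the class, although 50 of 52 genes were lower there. What keeps it open is that camera called the list in that class and fry did not.

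The 6 libraries make 10 splits into groups of 3, so that no share of splits can lie under 0.1 and none of these counts can exclude a random grouping. Where 0 genes were called every split gave as many, 10 of 10, which holds for enterocyte-like, fibroblast-like, macrophage-like, NAC-like and T-like nuclei, all nuclei and all epithelial nuclei. For enteroendocrine-like, SMC-like and tuft-like nuclei and clusters 10 and 6, the real split was the 1 of 10 with a call. For B-like, endothelial-like, Paneth-like and stem/TA-like nuclei and cluster 8, 2 of 10 gave as many, and for goblet-like nuclei and cluster 2, 3 of 10. For the number of gene lists past the threshold, 3 of 10 splits gave as many over all nuclei and 2 of 10 over all epithelial nuclei. Every other split gave camera calls, from 3 to 8 lists over all nuclei and from 2 to 7 over all epithelial nuclei. Over all nuclei, the smallest unadjusted p of camera in another split was 4.61e-12 for stemness and 1.13e-17 for S phase. In the real split they were 1.79e-10 and 1.19e-13. For fry, 1 list passed over all epithelial nuclei in the real split and 0 in every other. The split of CON replicate 1 and SAP replicates 1 and 2 from the rest gave 29 genes in stem/TA-like nuclei, 28 in cluster 8, 11 in cluster 2, 4 in goblet-like and 3 in Paneth-like nuclei. That of CON replicate 1 and SAP replicates 1 and 3 gave 36 in endothelial-like nuclei and 8 lists over all nuclei, and that of CON replicates 1 and 2 and SAP replicate 2 gave 20 in B-like nuclei. Among the 4 splits that part the libraries of every replicate number, the real split alone was as large wherever a gene or list passed, except in cluster 2, where 2 were.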
